# Free spermidine evokes superoxide radicals that manifest toxicity

**DOI:** 10.7554/eLife.77704

**Published:** 2022-04-13

**Authors:** Vineet Kumar, Rajesh Kumar Mishra, Debarghya Ghose, Arunima Kalita, Pulkit Dhiman, Anand Prakash, Nirja Thakur, Gopa Mitra, Vinod D Chaudhari, Amit Arora, Dipak Dutta

**Keywords:** *Escherichia coli*, SpeG, spermidine toxicity, superoxide radical, iron metabolism, oxidative stress, *E. coli*

## Abstract

Spermidine and other polyamines alleviate oxidative stress, yet excess spermidine seems toxic to *Escherichia coli* unless it is neutralized by SpeG, an enzyme for the spermidine *N*-acetyl transferase function. Thus, wild-type *E. coli* can tolerate applied exogenous spermidine stress, but Δ*speG* strain of *E. coli* fails to do that. Here, using different reactive oxygen species (ROS) probes and performing electron paramagnetic resonance spectroscopy, we provide evidence that although spermidine mitigates oxidative stress by lowering overall ROS levels, excess of it simultaneously triggers the production of superoxide radicals, thereby causing toxicity in the Δ*speG* strain. Furthermore, performing microarray experiment and other biochemical assays, we show that the spermidine-induced superoxide anions affected redox balance and iron homeostasis. Finally, we demonstrate that while RNA-bound spermidine inhibits iron oxidation, free spermidine interacts and oxidizes the iron to evoke superoxide radicals directly. Therefore, we propose that the spermidine-induced superoxide generation is one of the major causes of spermidine toxicity in *E. coli*.

## Introduction

Polyamines are ubiquitously present in all life forms. They tweak a diverse array of biological processes, for example, nucleic acid and protein metabolism, ion channel functions, cell growth and differentiation, mitochondrial function, autophagy and aging, protection from oxidative damage, actin polymerization, and perhaps many more (Casero et al., 2018; Gawlitta et al., 1981; Madeo et al., 2018; Michael, 2018; Miller-Fleming et al., 2015; Oriol-Audit, 1978; Pegg, 2016; Pohjanpelto et al., 1981; Tabor and Tabor, 1984; Wallace et al., 2003). The cationic amine groups of polyamines can avidly bind to the negatively charged molecules, such as RNA, DNA, phospholipids, etc. (Igarashi and Kashiwagi, 2000; Miyamoto et al., 1993; Schuber, 1989; Tabor and Tabor, 1984). Polyamines have been demonstrated to protect DNA from reactive oxygen species (ROS) such as singlet oxygen, hydroxyl radical (•OH), or hydrogen peroxide (H_2_O_2_) (Balasundaram et al., 1993; Ha et al., 1998a; Ha et al., 1998b; Jung and Kim, 2003; Khan et al., 1992a; Khan et al., 1992b; LØVaas, 1996; Pegg, 2018; Murray Stewart et al., 2018). Indeed, knocking out polyamine biosynthesis enzymes from *Escherichia coli* and yeast confers toxicity to oxygen, superoxide anion radical (O_2_**^-^**)**,** and H_2_O_2_ (Balasundaram et al., 1993; Chattopadhyay et al., 2003; Eisenberg et al., 2009).

Most prokaryotes including *E. coli* synthesize cadaverine, putrescine, and spermidine, while higher eukaryotes additionally synthesize spermine. *E. coli* also acquires spermidine and putrescine from the surrounding medium (Igarashi and Kashiwagi, 2000; Miller-Fleming et al., 2015). However, polyamine in excess is toxic to the organisms unless polyamine homeostasis in the cell is operated at the levels of export, synthesis, inactivation, and degradation (Miller-Fleming et al., 2015). Notably, spermine/spermidine *N*-acetyl transferase (SSAT or SpeG), which inactivates spermidine and spermine, constitutes the most potent polyamine homeostasis component of the cells (Miller-Fleming et al., 2015).

A tremendous volume of work has been dedicated to unravel the biological importance of spermidine and its homeostasis mechanisms. It has also been known for long that spermidine (or spermine) in excess is toxic to the organisms and viruses (Pegg, 2013). It has been proposed that the excess polyamines may affect protein synthesis by binding to acidic sites in macromolecules, such as nucleic acids, proteins, and membrane, and by displacing magnesium from these sites (Limsuwun and Jones, 2000; Pegg, 2013). However, a precise molecular detail of spermidine toxicity is not yet understood. In this study, we decipher a molecular mechanism of spermidine toxicity in bacteria. We find the intertwined relationships among spermidine toxicity, iron metabolism, and O_2_**^-^** radical production in bacteria.

## Results

### Increased cellular spermidine inhibits overall oxidative stress while apparently evoking less harmful O_2_^-^ production

To determine the working concentrations of exogenous spermidine that sufficiently inhibits the growth of Δ*speG*, but not WT strain, we added various amounts of spermidine in the growth medium. WT cells showed a modest reduction in growth up to 6.4 mM of spermidine concentration (Figure 1—figure supplement 1). On the contrary, Δ*speG* strain exhibited a striking decrease in growth when supplemental spermidine level was >3.2 mM (Figure 1—figure supplement 1). Therefore, we chose spermidine concentration ≥3.2 mM for our further experiments. We performed HPLC analyses to show whether elevated spermidine level in the Δ*speG* strain caused growth inhibition. Supplementation of 3.2 mM exogenous spermidine in the growth medium increased the intracellular spermidine levels in the Δ*speG* strain, while no significant increase was observed in the WT cells (Figure 1—figure supplement 1). The SpeG function apparently converted the excess spermidine to *N*^1^- and *N*^8^-acetyl-spermidines maintaining the level of spermidine in the WT cells (Miller-Fleming et al., 2015). The spermidine synthase-defective (Δ*speE*) strain of *E. coli* also acquired spermidine at a low level from the LB medium (Figure 1—figure supplement 1).

It is well documented that polyamine spermidine is an anti-ROS agent (Balasundaram et al., 1993; Chattopadhyay et al., 2003; Chattopadhyay et al., 2006; Ha et al., 1998a; Khan et al., 1992a; Khan et al., 1992b; Pegg, 2018; Murray Stewart et al., 2018). However, all the in vivo studies in the past have been conducted under polyamine deficient conditions to show ROS production, thereby implicating the anti-ROS function of polyamines. Thus, assessing ROS levels both in spermidine-enriched and spermidine-deficient conditions are missing. To address this, we incubated *E. coli* strains with 2',7'-dichlorodihydrofluorescein diacetate (H2DCFDA) and dihydroethidium (DHE) probes, which generate fluorescent compounds reacting with one-electron-oxidizing species. While H2DCFDA is a generic ROS probe that nonspecifically reacts with many ROS, the DHE is somewhat specific to the O_2_**^-^** anions in the system (Chen et al., 2013; Kalyanaraman et al., 2012). The relative mean fluorescence intensity (MFI) of H2DCFDA was increased about 1.5-fold in the spermidine synthase-defective (Δ*speE*) strain, while no change in MFI was observed in the Δ*speG* strain (Figure 1A). However, spermidine treatment significantly decreased the H2DCFDA fluorescence in WT, Δ*speG*, and Δ*speE* strains (Figure 1A). Interestingly, despite no apparent increase in the spermidine level in WT cells under spermidine stress (Figure 1—figure supplement 1), a significant decrease in the H2DCFDA fluorescence was observed (Figure 1A). It is possible that the acetylated products of spermidine might have some role in the declined ROS levels causing decreased H2DCFDA fluorescence in spermidine-fed WT cells. Similarly, the relative MFI of DHE probe was increased significantly (1.5-fold) in Δ*speE* strain (Figure 1B). These findings are consistent with the observations that spermidine is an anti-ROS agent (Balasundaram et al., 1993; Chattopadhyay et al., 2003; Chattopadhyay et al., 2006; Ha et al., 1998a; Khan et al., 1992a; Khan et al., 1992b; Pegg, 2018; Murray Stewart et al., 2018).

**Figure 1.**
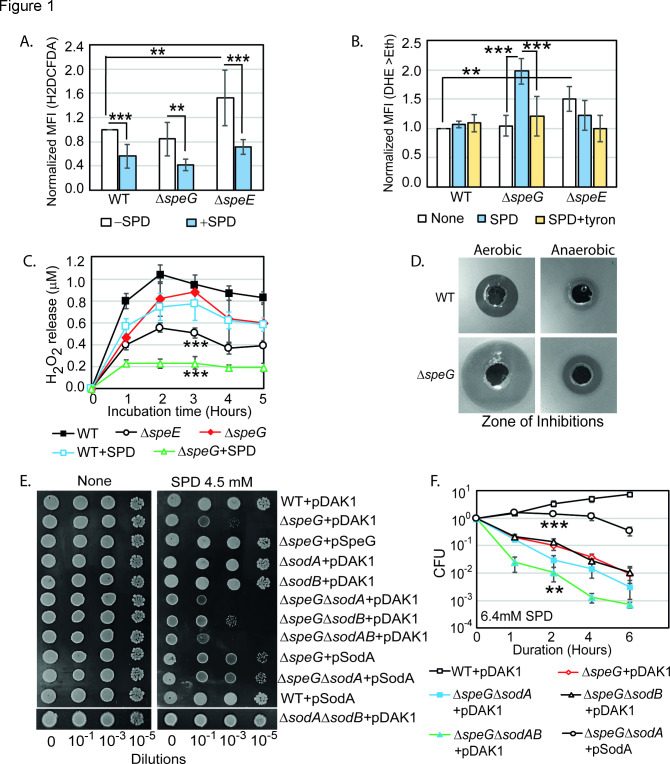
Spermidine (SPD) stress and intracellular reactive oxygen species (ROS) in *Escherichia coli.* (**A**) The relative mean fluorescence intensity (MFI) values for the 2',7'-dichlorodihydrofluorescein diacetate (H2DCFDA), which is an indicator of •OH radical production, obtained by flow cytometry analyses are plotted. (**B**) The relative MFI values of dihydroethidium (DHE) probe, which is an indicator of O_2_**^-^** radical production, obtained by flow cytometry analyses are plotted. (**C**) The absolute H_2_O_2_ production for a span of 5 hr from the different *E. coli* strains are shown. *** are p-values generated comparing with WT value. (**D**) Zone of inhibitions (ZOIs) surrounding SPD well on the agar plates were shown for the WT and Δ*speG* strains of *E. coli* under aerobic and anaerobic conditions. (**E**) Serially diluted *E. coli* cells were spotted on LB-agar plates to show their sensitivity to SPD. (**F**) Viability of different knockout strains were plotted from the CFU counts in different time intervals after treatment with lethal dose of SPD. ** and *** are p-values generated comparing with the values of Δ*speG* and Δ*speG*Δ*sodA*, respectively. Error bars in the panels are mean ± SD from the three independent experiments. Whenever mentioned, *** and ** are <0.001 and <0.01, respectively; unpaired t test. See also Figure 1—figure supplement 1, and Figure 1—source data 1, Figure 1—source data 2, Figure 1—source data 3, Figure 1—source data 4. Figure 1—source data 1.Figure 1A Raw data. Figure 1—source data 2.Figure 1B Raw data. Figure 1—source data 3.Figure 1C Raw data. Figure 1—source data 4.Figure 1F Raw data.

**Figure 1—figure supplement 1.**
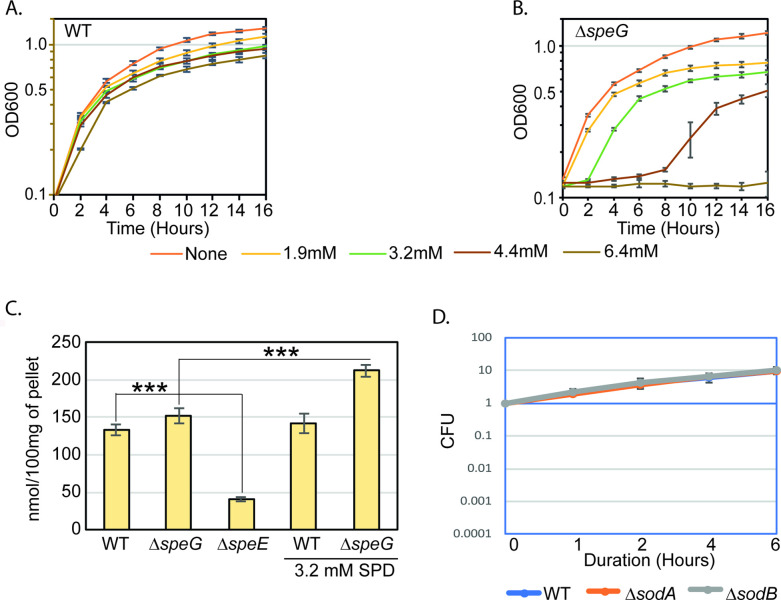
Spermidine-mediated O_2_^-^ production is apparently toxic in the absence of SpeG function. (**A**) and (**B**) represent the growth curves of *Escherichia coli* WT and Δ*speG* strains, respectively, in the presence of varying concentrations of spermidine. (**C**) Bar diagram represents intracellular spermidine levels in different strains in the presence or absence of spermidine. (**D**) Cell viability assays show that single Δ*sodA* and Δ*sodB* mutants are not affected by spermidine (SPD). See also Figure 1—figure supplement 1—source data 1 and Figure 1—figure supplement 1—source data 2. Figure 1—figure supplement 1—source data 1.Figure 1—figure supplement 1C raw data. Figure 1—figure supplement 1—source data 2.Figure 1—figure supplement 1C raw HPLC peak profiles.

Surprisingly, the relative MFI of DHE probe was increased significantly (2-fold) in the spermidine-fed Δ*speG* as compared to WT strain of *E. coli* (Figure 1B). Tyron (Tr), an O_2_**^-^** quencher, decreased the MFI of DHE in the spermidine-fed Δ*speG* strain (Figure 1B). These observations indicate that although spermidine accumulation in the Δ*speG* strain reduces overall ROS levels and oxidative stress (Figure 1A), it may simultaneously evoke less harmful O_2_^-^ production (Balasundaram et al., 1993; Chattopadhyay et al., 2003; Chattopadhyay et al., 2006; Ha et al., 1998a; Khan et al., 1992a; Khan et al., 1992b; Pegg, 2018; Murray Stewart et al., 2018). In another assay, we determined that the Δ*speE* and spermidine-fed Δ*speG* strains release substantially low levels of H_2_O_2_ compared to the untreated counterpart and WT cells (Figure 1C).

Next, we allowed WT and Δ*speG* strains to grow against the spermidine-diffusing wells on agar plates in aerobic and anaerobic conditions (Figure 1D). A far wider zone of inhibition (ZOI) of growth for Δ*speG* strain was observed compared to WT under aerobic condition (Figure 1D), while a narrow ZOI was observed under anaerobic conditions for both strains (Figure 1D). This data further indicates that O_2_^-^ production in aerobic condition could be a cause of the observed spermidine toxicity.

If spermidine induces O_2_^-^ production, superoxide dismutase (SOD) genes (e.g., *sodA* and *sodB*) would play vital roles. Therefore, the serial dilutions of WT, Δ*speG*, Δ*sodA*, Δ*sodB*, and corresponding double and triple mutants, viz. Δ*speG*Δ*sodA,* Δ*speG*Δ*sodB,* Δ*sodA*Δ*sodB,* and Δ*speG*Δ*sodA*Δ*sodB,* were transformed with either empty vector, pDAK1, or pSodA vectors. The Δ*speG*Δ*sodA* and Δ*speG*Δ*sodA*Δ*sodB* mutants containing empty vector exhibited higher growth defects than Δ*speG* strain on LB-agar plate supplemented with spermidine (Figure 1E). However, the cell viability of the double mutants was similar to the Δ*speG* strain, while the triple mutant exhibited an accelerated loss of cell viability, in the presence of spermidine (Figure 1F). The multicopy induction of SodA from pSodA plasmid suppressed the growth defect in the Δ*speG* and Δ*speG*Δ*sodA* strains (Figure 1E). The overexpression of SodA also improved the viability of Δ*speG*Δ*sodA* strain (Figure 1F). Note that, unlike Δ*speG* strain, the single mutants show growth and viability similar to the WT strain in the presence or absence of spermidine (Figure 1E and Figure 1—figure supplement 1). This data suggests that the absence of SOD enzymes aggravates O_2_^-^ toxicity in the spermidine-fed Δ*speG* strain.

### Spermidine stress evokes O_2_^-^ production in Δ*speG* strain

Although the above experiments apparently suggest for the production of O_2_^-^ anions under spermidine stress, they are not direct and confirmatory in nature, as the ROS probes often reacts with multiple ROS (Kalyanaraman et al., 2012). Spermidine transport is a proton motif force (PMF)-dependent process (Kashiwagi et al., 1986). Therefore, the observed narrower ZOI in the presence of spermidine under anaerobic condition (Figure 1D) could also be due to the low PMF under anaerobic condition. Thus, to determine the relative levels of intracellular O_2_^-^ species, we performed electron paramagnetic resonance (EPR) using a cell-permeable cyclic hydroxylamine spin-probe, 1-hydroxy-3-methoxycarbonyl-2,2,5,5-tetramethylpyrrolidine (CMH) (Dikalov et al., 2018). Compared to spin-trap agents, lower level of CMH reacts at a much faster rate with O_2_^-^ anion, producing highly stable and EPR-sensitive nitroxide radicals (Dikalov et al., 2018). However, peroxynitrite and •OH radicals can also oxidize CMH (Dikalov et al., 2018; Thomas et al., 2015).

In the first set of reactions, the unfed and spermidine-fed Δ*speG* cells carrying an empty vector were incubated with CMH. In the second set, portions of the unfed and spermidine-fed Δ*speG* cells carrying an empty vector were preincubated with dimethyl thiourea (DMTU) and uric acid (UA), the scavengers for the •OH and peroxynitrite (ONOO^-^) radicals, respectively, before CMH addition. In the third set, the unfed and spermidine-fed Δ*speG* cells harboring pSodA plasmid were incubated with CMH. In the first set, a high level of EPR signals were detected with more signal in the unfed sample than the spermidine-fed one (Figure 2B and C). This data indicates that the overall ROS production is higher in the absence of exogenous spermidine, which is consistent with the notion that the spermidine is an anti-ROS agent (Balasundaram et al., 1993; Chattopadhyay et al., 2003; Chattopadhyay et al., 2006; Ha et al., 1998b; Khan et al., 1992a; Khan et al., 1992b; Pegg, 2018; Murray Stewart et al., 2018). In contrast, EPR signal was higher in the spermidine-fed cells than unfed one in the second set (Figure 2D and E), suggesting that the signals apparently represent CMH oxidation by O_2_^-^ anions. Finally, the decrease in EPR signals under the multicopy expression of SodA (Figure 2F and G) suggests that the signals in the second set were indeed generated from O_2_^-^-mediated oxidation of CMH.

**Figure 2.**
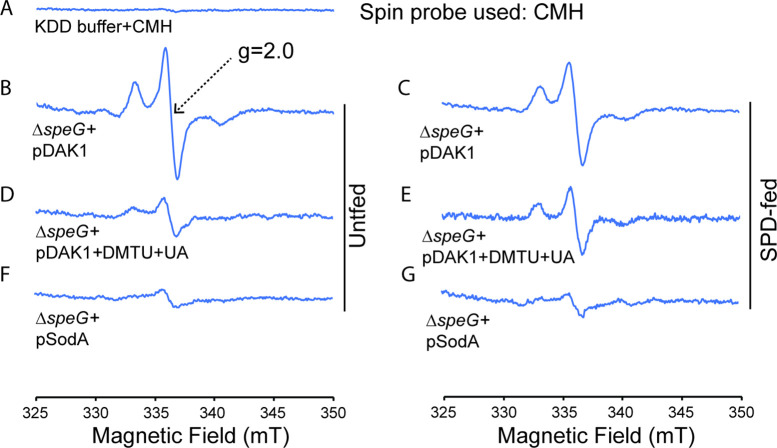
Spermidine stress generates O_2_^-^ radical production in Δ*speG* strain. (**A**) 1-Hydroxy-3-methoxycarbonyl-2,2,5,5-tetramethylpyrrolidine (CMH) probe incubated with KDD buffer before electron paramagnetic resonance (EPR) analysis. (B, C, D) EPR spectra Δ*speG* strain with the plasmids pDAK1 (empty vector) or pSodA were grown without spermidine and performed EPR adding CMH probe. (E, F, G) Δ*speG* strain with the plasmids pDAK1 (empty vector) or pSodA were grown with spermidine and performed EPR adding CMH spin probe, as mentioned in the Materials and methods. See also Figure 2—source data 1. Figure 2—source data 1.Figure 2 Raw data.

### O_2_^-^ production under spermidine stress affects cellular redox state

Antioxidant chemicals viz. Tr, sodium pyruvate (SP), and thiourea (TU) scavenge O_2_^-^, H_2_O_2_, and •OH, respectively (Bleeke et al., 2004; Franco et al., 2007). Whereas, *N*-acetyl cysteine (NAC) and ascorbate counterbalance oxidative stress replenishing glutathione levels and donating electrons to reducing partners (Nimse and Pal, 2015; Sun, 2010). We show that Tr, NAC, and ascorbate, but not SP and TU, rescued the spermidine-mediated growth inhibition phenotype (Figure 3A). This observation further suggests that the O_2_^-^ stress-derived redox imbalance could be the route of spermidine toxicity.

**Figure 3.**
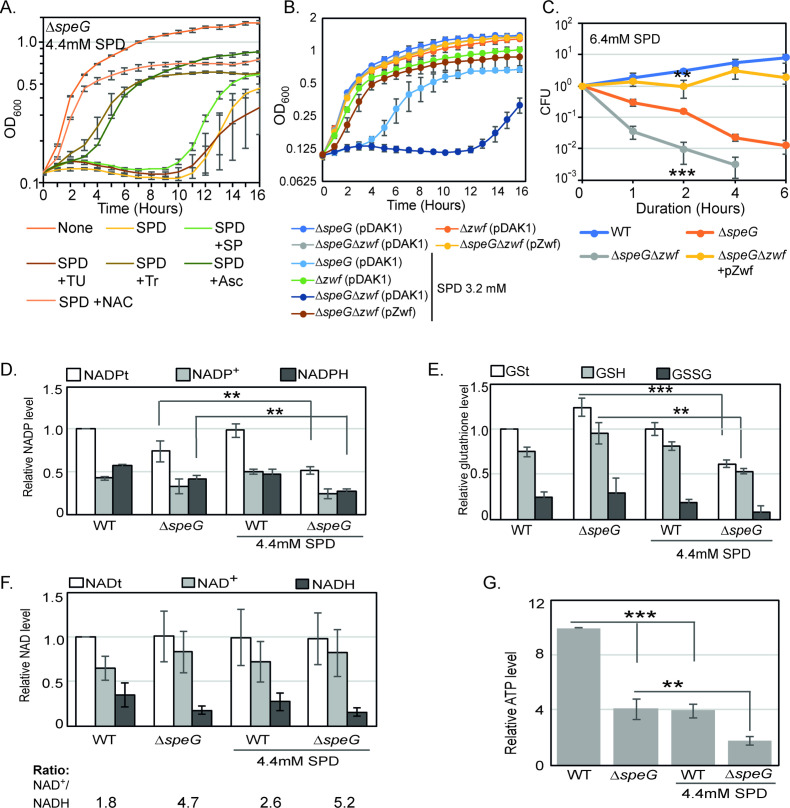
O_2_^-^ radical production affects redox balance in the spermidine-fed Δ*speG* strain. (**A**) Growth curves show that Tyron (Tr), ascorbate (Asc), and *N*-acetyl cysteine (NAC) can overcome spermidine (SPD) stress while sodium pyruvate (SP) and thiourea (TU) fail to do so. (**B**) Growth curves show that Δ*speG*Δ*zwf* strain is hypersensitive to SPD in comparison to Δ*speG* strain. Complementation of Δ*speG*Δ*zwf* strain with pZwf plasmid overcomes this SPD hypersensitivity. (**C**) CFUs were obtained for different *Escherichia coli* strains pretreated with SPD for desired time points and plotted to show the reduced viability of Δ*speG*Δ*zwf* strain in comparison to theΔ*speG* strain. (**D**) Relative levels of NADPt and reduced nicotinamide adenine dinucleotide phosphate (NADPH) were significantly decreased in the Δ*speG* strain under SPD stress. (**E**) Relative levels of GSt, GSH, and GSSG were significantly decreased in the SPD-fed Δ*speG* strain. (**F**) No significant change in the relative total NAD (NADt), NAD+, and NADH levels were recorded. However, NAD+ to NADH ratio was significantly increased in the Δ*speG* strain compared to WT cells. No further increase of the ratio was observed by adding SPD in the growth medium of WT and Δ*speG* strain. (**G**) The relative level of ATP was declined in Δ*speG* strain and spermidine-fed WT cells in comparison to the unfed WT. SPD supplementation decreased the ATP level further in the SPD-fed Δ*speG* strain. Error bars in the panels are mean ± SD from the three independent experiments. Whenever mentioned, the *** and ** denote p-values < 0.001 and < 0.01, respectively; unpaired t test. See also Figure 3—source data 2, Figure 3—source data 3, Figure 3—source data 4, Figure 3—source data 5. Figure 3—source data 1.Figure 3A Raw data. Figure 3—source data 2.Figure 3B Raw data. Figure 3—source data 3.Figure 3C Raw data. Figure 3—source data 4.Figure 3D, E and F Raw data. Figure 3—source data 5.Figure 3G Raw data.

The reduced nicotinamide adenine dinucleotide phosphate (NADPH) is a potent reducing agent. NADPH drives glutathione and thioredoxin cycles, thereby producing reduced forms of glutathione (GST), glutaredoxins, and thioredoxins to cope up with oxidative stress. A large fraction of NADPH in *E. coli* is provided by a glucose-6-phosphate 1-dehydrogenase (Zwf) catalyzed reaction (Olavarría et al., 2012). We show that both the growth and viability of Δ*speG*Δ*zwf* double mutant were significantly affected compared to the Δ*speG* strain under spermidine stress (Figure 3B and C). Complementing Δ*speG*Δ*zwf* with a plasmid, pBAD-*zwf*, rescues the growth defect and mortality under spermidine stress (Figure 3B and C). We compared the levels of the total NADP (NADPt), total glutathione (GSt), and their oxidized (NADP+ and GSSG) and reduced (NADPH and GSH) species in the WT and Δ*speG* strains grown in the absence and presence of spermidine. The relative levels of total and reduced species of NADP and GST were decreased significantly in the spermidine-fed Δ*speG* strain (Figure 3D and E). NAD serves as the precursor for NADP production. However, the levels of total (NADt), oxidized (NAD+), and reduced (NADH) did not alter significantly (Figure 3F). Nevertheless, the NAD + to NADH ratio was significantly increased in the Δ*speG* strain compared to WT cells (Figure 3F). No significant increase of the ratios was observed by adding spermidine in the growth medium of WT and Δ*speG* strain (Figure 3F). In consistence with the increased ratio of NAD + to NADH, the level of ATP was declined in Δ*speG* strain compared to the unfed WT (Figure 3G). ATP level was further decreased in the spermidine-fed Δ*speG* strain (Figure 3G).

### Spermidine blocks the induction of SoxR regulon

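RNA of the *E. coli* ΔspeG strain, which lacks the spermidine acetyltransferase, was compared between unfed and spermidine-fed cells on one-colour Agilent arrays, where the Cy3 intensity of a spot reports the level of a transcript. There were 2 arrays for each condition, 4 in all. Cells grew for 1.5 h before 3.8 mM spermidine was added to one of the flasks, and were harvested after a further 2.5 h. The paper does not say whether the arrays of a condition came from separate cultures, so they are called arrays here. The sample labels of spermidine-fed replicate 2 name spermidine in some fields and 1 mM manganese in others; it was kept as a spermidine-fed array, as the paper has it. The labels also name an oligo-dT primer for labelling, where the paper names a WT primer. All arrays lay on 1 slide, with the unfed arrays in row 1 and the spermidine-fed arrays in row 2, so that position on the slide and condition cannot be told apart. The median spot intensity was 104 and 96.6 on the unfed arrays and 111 and 79.2 on the spermidine-fed arrays, over a background of 11. Between 99.6% and 99.8% of the 15208 spots for genes and intergenic regions were well above background, and 0 spots were saturated. The 3 probes of the deleted gene, *speG*, were not well above background on any array, with a mean intensity of 11.3 to 11.6.
The authors deposited the scanner intensities of each spot. From these, the background was corrected by normexp with an offset of 0, the arrays were quantile normalized on the log2 scale, outlier spots were left out, and the log2 values of the probes of a gene were averaged. Each gene was then tested with limma and Benjamini-Hochberg adjustment at a threshold of 0.05. A total of 4338 genes were tested. The precision is limited by the number of arrays: the smallest 2-sided p that an exact permutation of 2 arrays against 2 allows is 0.33. Gene levels on the unfed arrays differed from each other by a root mean square of 0.04 on the log2 scale and those on the spermidine-fed arrays by 0.06, while arrays of different conditions differed by 0.83 to 0.84. With so small a spread, limma called 1754 genes higher and 2256 lower in the spermidine-fed cells, or 92.4% of those tested. The spread between the arrays of a condition was no larger than that of duplicate spots within an array. In simulated arrays in which only 664 genes changed, quantile normalization moved the others by up to 0.16 on the log2 scale (95th percentile) and mostly downward (median -0.07), and 74.7% of these unchanged genes were called. Cyclic loess normalization called 0.817% of them, and in the data it called 3937 genes, 1909 higher and 2028 lower. In that simulation 0 unchanged genes passed 2-fold. In the data, 470 genes were more than 2-fold higher and 194 more than 2-fold lower. Of these, 448 and 149 stayed so with cyclic loess, and 463 and 118 after scaling to the 75th percentile. With a normexp offset of 50 these counts were 257 and 119. All directions are relative to the typical gene: when the arrays were scaled on 4 spike-in probes instead, a choice made after seeing the data, all genes shifted upward by a median of 0.91 on the log2 scale, and 97% of the calls were higher, against 43.7% after quantile normalization.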

To understand the global impact of spermidine toxicity, we performed a microarray experiment on the Δ*speG* strain in the presence and absence of spermidine. The genes that were >2-fold downregulated are involved in flagellar biogenesis, acid resistance, hydrogenase function, nitrogen metabolism, electron transport, aromatic and basic amino acid metabolism, etc. (Figure 4A and Supplementary file 1). 

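Gene families were defined by symbol before the data were examined, and each was tested against all other genes with camera, a limma test that assumes a small correlation between the genes of a family. The 42 flagellar genes had a median log2 fold change of -0.56 (adjusted p = 1.2e-06), and 16 of them fell by more than 2-fold, *fliC* the most at -4.53 (standard error 0.03). Another 2, *flhD* and *flhC*, which were picked out after their values were seen, were more than 2-fold higher, at 1.60 and 1.15. The 10 acid resistance genes had a median of -2.85 (adjusted p = 4.9e-04). Without the probes that can cross-hybridise, 8 of them were left, with a median of -1.55 (adjusted p = 0.0032). *gadB*, which has a probe that can cross-hybridise with a similar sequence, changed by -4.28 (standard error 0.04). The median of the 34 hydrogenase genes was -0.64 (adjusted p = 4.9e-06). The family taken by the symbols *nrf*, *nap*, *nar* and *nir* is here called nitrate and nitrite reductase genes. It also holds genes of sensors, regulators and transporters. The median of its 31 genes, -0.41, did not pass the threshold (camera, adjusted p = 0.051), and 4 of these genes were more than 2-fold lower. Scaling on the spike-in probes turned the medians of the flagellar, hydrogenase and nitrate and nitrite reductase genes positive, to 0.28, 0.23 and 0.48. That of the acid resistance genes stayed at -1.77. The median gene was at 0.80 under that scaling, above all of these. Camera still called the flagellar and hydrogenase genes there (adjusted p = 5.2e-10 and 4.8e-06), and also the nitrate and nitrite reductase genes (0.0040). Across all 17 families tested, fry called every one, and camera with a correlation estimated from the arrays called 0, with adjusted p from 0.17 to 0.70. Of the 155 genes of Supplementary file 1, 57 are listed there as lower and 98 as higher. All 155 changed in the listed direction and were called, also when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The change was more than 2-fold for 154 of them. When the arrays were scaled on the spike-in probes, 146 kept the listed direction and 143 were called in it.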

Interestingly, transcription of the genes encoding chaperones, heat shock, and other stress factors (*groL*, *groS*, *dnaK*, *hdeAB*, *ibpAB*, *uspAB*, etc.) was also downregulated under spermidine stress (Supplementary file 1). On the other hand, among the highly upregulated category, the genes that encode for the ribosome, RNA polymerase, transcription factors, DNA polymerase, and enzymes for the fatty acid biosynthesis and iron-sulfur cluster (*isc*) biogenesis were prominent (Supplementary file 1 and Figure 4A). These observations indicate that apart from inducing superoxide production (Figures 1 and 2), the excess spermidine could interfere with broad cellular processes, such as protein folding and proteostasis, DNA, RNA and lipid metabolisms, and iron-sulfur cluster biogenesis. 

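The chaperone genes *groL* (b4143), *groS* (b4142) and *dnaK* (b0014) had log2 fold changes of -2.48, -2.04 and -2.20, each with a standard error of 0.03. The acid stress chaperone genes *hdeA* (b3510) and *hdeB* (b3509) fell the most of all genes tested after quantile normalization, with log2 fold changes of -5.77 and -6.84 (adjusted p = 1.4e-15 and 6.7e-16). The normalized log2 intensity of *hdeB* was 14.1 ± 0.04 (SD, n = 2 arrays) in unfed and 7.29 ± 0.0038 (SD, n = 2) in spermidine-fed cells. The 3 probes of *hdeA* ranged from -6.72 to -3.90. The small heat shock genes *ibpA* and *ibpB* changed by -1.79 and -1.21, and the universal stress genes *uspA* and *uspB* by -2.58 and -1.01. The adjusted p of these 9 genes was at most 1.6e-10. Under the spike-in scaling, *uspB* was no longer called (-0.01). The wider family of 18 chaperone and heat shock genes, fixed before the data were examined, had a median of -0.65 (camera, adjusted p = 0.0055), with 8 genes more than 2-fold lower and 3 called higher. Its median was 0.47 under the spike-in scaling, below the median gene (0.80), and camera still called the family (adjusted p = 0.0018).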

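All 53 ribosomal protein genes were called higher, with a median log2 fold change of 2.44 (camera, adjusted p = 5.3e-18), and 51 of them rose by more than 2-fold. The 4 RNA polymerase core genes had a median of 0.81 that did not pass the threshold (adjusted p = 0.13), with 3 genes called higher and 1 lower. Of these, 2 rose by more than 2-fold, *rpoA* (2.55) and *rpoZ*, which were picked out after their values were seen. When the arrays were scaled to their 75th percentile all 4 were higher and the family was called, with a median of 1.52. The 9 DNA polymerase III genes had a median of 0.91 (adjusted p = 0.016), and 2 of them were called lower. The 9 genes of fatty acid biosynthesis had a median of 1.22 (adjusted p = 0.0048), with 8 called higher and 1 lower. The lower one, *fabR*, which was picked out after its value was seen, encodes a regulator. The family of 8 genes of *isc* had a median of 2.10 (adjusted p = 7.5e-05).

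**Figure D1:**
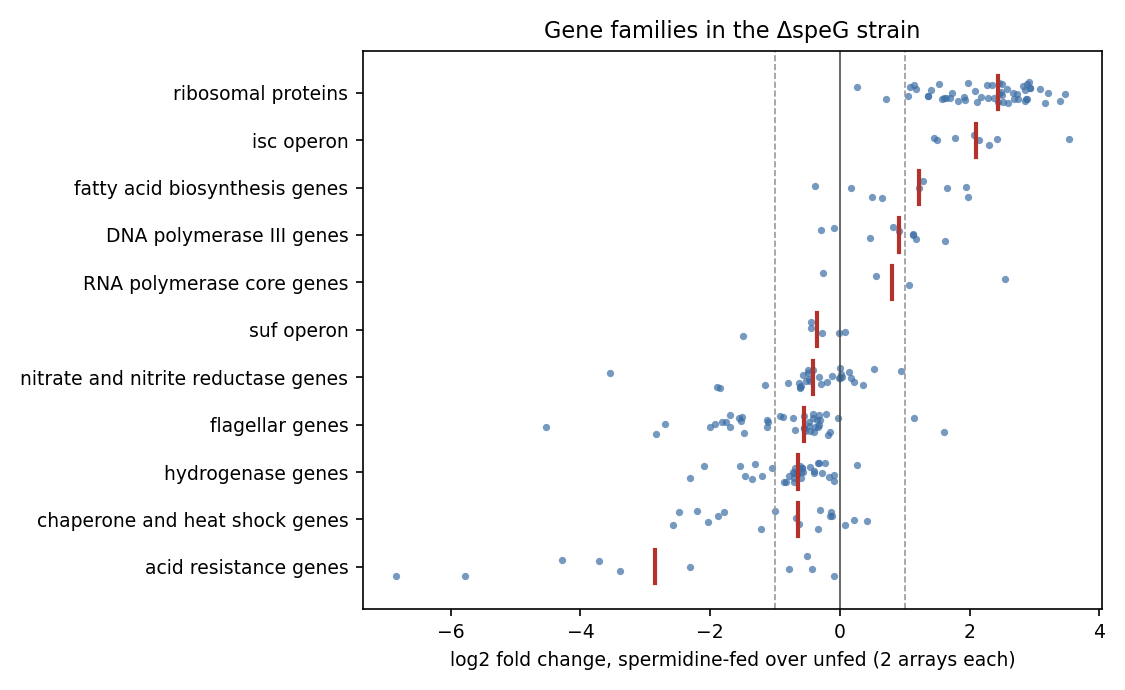
Log2 fold change of each gene of 11 families in spermidine-fed over unfed ΔspeG cells (horizontal axis; 2 arrays each), with 1 point per gene, the family median as a red bar and dashed lines at 2-fold. The medians range from -2.85 for the acid resistance genes to 2.44 for the ribosomal proteins, relative to the typical gene; under the spike-in scaling the medians of the *suf*, nitrate and nitrite reductase, flagellar, hydrogenase and chaperone families lie above 0.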

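The median of each family was also set against 10000 random lists of as many genes with a similar mean intensity. The ribosomal protein genes lay at the 100th percentile of these lists, where the typical list had a median log2 fold change of 0.06. The genes of fatty acid biosynthesis lay at percentile 99.8, the DNA polymerase III genes at 98.8 and the RNA polymerase core genes at 78. The chaperone and heat shock genes lay at percentile 0.29. From the functions of the genes that rose or fell, the paper proposes possible effects of excess spermidine besides superoxide production. It names protein folding, nucleic acid and lipid metabolism and the assembly of iron-sulfur clusters as processes that might be disturbed.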

Many operons regulated by Fis and IHF were activated or repressed in our microarray indicating that spermidine could activate Fis and IHF regulon (Supplementary file 2). 

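Supplementary file 2 lists 62 genes, of which 49 are assigned to Fis and 17 to IHF, with 4 assigned to both. It gives 23 of them as higher and 39 as lower in the spermidine-fed cells, and after quantile normalization every one changed in the listed direction and was called by limma. This is not independent evidence, because the study took the listed changes from these same arrays. With the intensities processed by the scanner software, and with the brightest probe of each gene, 60 genes kept that direction. When the arrays were scaled on the spike-in probes 45 did, 42 of them called. After quantile normalization, the log2 fold changes ran from 0.41 to 5.04 among the genes listed as higher and from -4.28 to -0.67 among those listed as lower. The change was more than 2-fold for 37 of the 62 genes. Supplementary files 1 and 2 share 21 genes. The set of all Fis-regulated operons against which the listed ones were counted was not analysed here.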

Performing Fisher’s exact test, we show that the differential expression of the Fis-regulated operons was significantly enriched (p-value 0.0023). Corroborating with this finding, we show that Δ*speG*Δ*fis*, but not Δ*speG*Δ*ihfA* strain, generated small colonies upon overnight incubation (Figure 4—figure supplement 1), suggesting that the role of Fis regulator is critical under spermidine stress. Quantitative real-time PCR (RT-qPCR) experiment was performed to validate the microarray data partially (Figure 4—figure supplement 2).

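On the arrays, *fur* (b0683) had a log2 fold change of 1.29, and *nsrR* (b4178), which encodes a nitric oxide-sensing repressor, one of 1.82. The ribosomal protein genes *rplW* (b3318) and *rpsA* (b0911) rose by 3.48 and 3.17, and *tig* (b0436), which encodes trigger factor, by 1.12. The cold shock gene *cspF* (b1558) rose by 2.08. The standard errors were 0.03 for each of these 6 genes, and the adjusted p from limma was at most 2.5e-11. With each array left out in turn, *fur* stayed between 1.26 and 1.32 and *tig* between 1.11 and 1.14. The processing choices set before the data were examined moved them more, from 0.75 to 1.47 for *fur* and from 0.81 to 1.83 for *tig*. Both were thus below 2-fold under some choices.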

**Figure 4.**
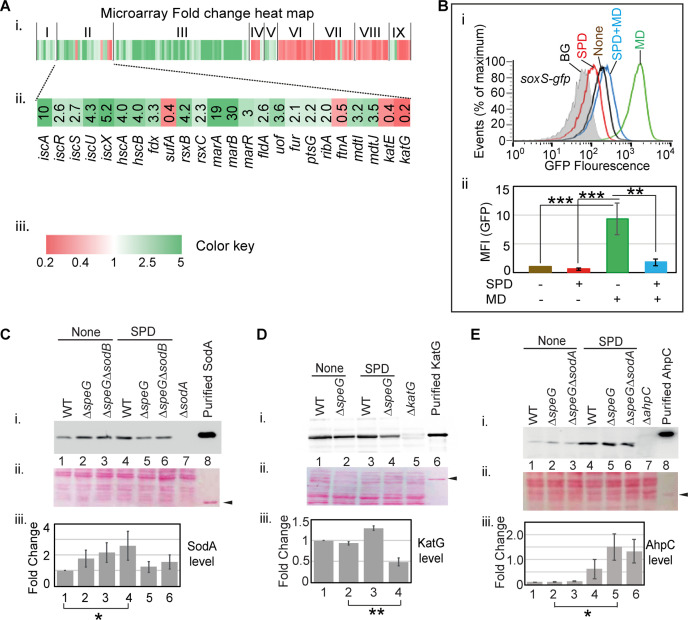
Spermidine blocks the activation of superoxide defense circuit. (**A**) (**i**) Microarray heat map showing various categories of genes (I: Replication and transcription associated genes, II: Iron homeostasis, ROS, multidrug resistance and sugar metabolism genes, III: Ribosomal and ribosome biogenesis-associated genes, IV: Oxidoreductase and ATP synthesis genes, V: Fatty acid metabolism-related genes, VI: Flagellar biogenesis-related genes, VII: Acid resistance and chaperone genes, VIII: Hydrogenase and nitrogen metabolizing genes, IX: Amino acid metabolizing genes; see Supplementary file 1) that were differentially expressed under spermidine stress. (ii) Zoomed in heat map of the category II genes responsible for iron metabolism and reactive oxygen species (ROS) regulation. (iii) Color key represents the expression fold-change (FC) of the genes. (**B**) The subpanel (**i**) represents a flow cytometry experiment to demonstrate that spermidine (SPD) stress inhibits menadione (MD)-induced P*_soxS_-gfpmut2* reporter fluorescence. The subpanel (ii) represents relative mean fluorescence intensities (MFIs) in the presence or absence of SPD and MD calculated from three different flow cytometry experiments. (C, D, E) Western blotting experiments show SodA, KatG, and AhpC levels in the various strains in the presence or absence of SPD: (**i**) developed blot, (ii) ponceau S-stained counterpart of the same blot, (iii) the bar diagrams represent relative FC of the proteins under SPD stress. The relative FC values were calculated from the band intensity values obtained from three independent blots in comparison to the untreated WT counterparts. Purified 6X His-tagged SodA, KatG, and AhpC proteins were loaded as positive controls. The cellular protein extracts from Δ*sodA*, Δ*katG,* and Δ*ahpC* strains were used for negative controls. Whenever mentioned, the *** and ** denote p-values < 0.001, < 0.01, respectively; unpaired t test.Figure 4—source data 2., Figure 4—source data 3, Figure 4—source data 4, Figure 4—source data 5, Figure 4—source data 6, Figure 4—source data 7, Figure 4—source data 8, Figure 4—source data 9, Figure 4—source data 10, Figure 4—source data 11, Figure 4—source data 12, Figure 4—source data 13 and Figure 4—source data 14. Figure 4—source data 1.Figure 4B–ii Raw data. Figure 4—source data 2.Figure 4C–i Raw unedited image. Figure 4—source data 3.Figure 4C–i Raw uncropped and labeled image. Figure 4—source data 4.Figure 4C–ii Raw full image. Figure 4—source data 5.Figure 4C–ii Raw uncropped and labeled image. Figure 4—source data 6.Figure 4D–i Raw full image. Figure 4—source data 7.Figure 4D–i Raw uncropped and labeled image. Figure 4—source data 8.Figure 4D–ii Raw full image. Figure 4—source data 9.Figure 4D–ii Raw uncropped and labeled image. Figure 4—source data 10.Figure 4E–i Raw full image. Figure 4—source data 11.Figure 4E–i Raw uncropped and labeled image. Figure 4—source data 12.Figure 4E–ii Raw full image. Figure 4—source data 13.Figure 4E–ii Raw uncropped and labeled image. Figure 4—source data 14.Figure 4C, D and E Fold change values of the western blots.

**Figure 4—figure supplement 1.**
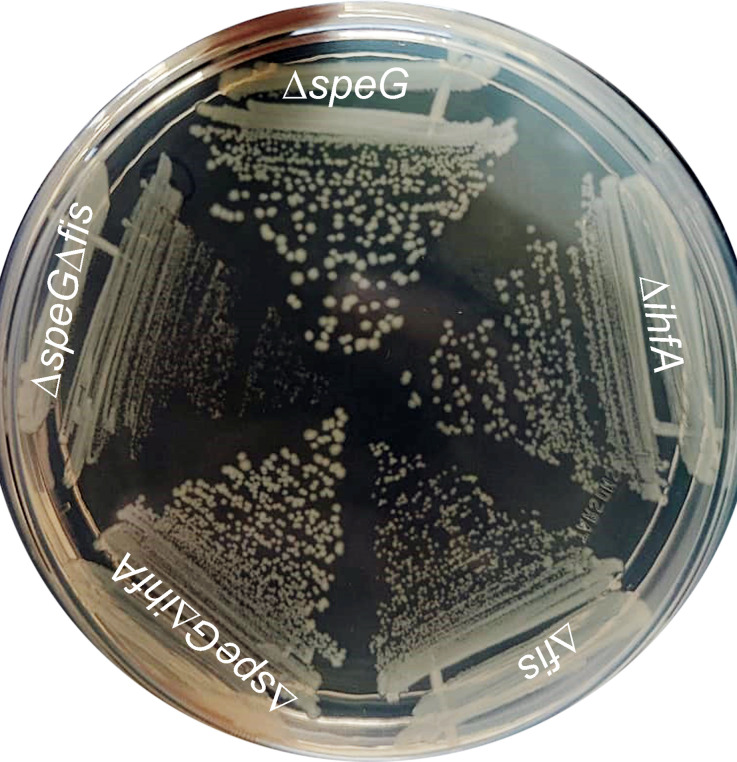
Indication of the importance of Fis regulator under spermidine stress. The colonies of different mutant *Escherichia coli* strains were steaked on the LB-agar surface to show that Δ*speG*Δ*fis* slow growing compared to Δ*speG* and Δ*speG*Δ*ihfA* strains.

**Figure 4—figure supplement 2.**
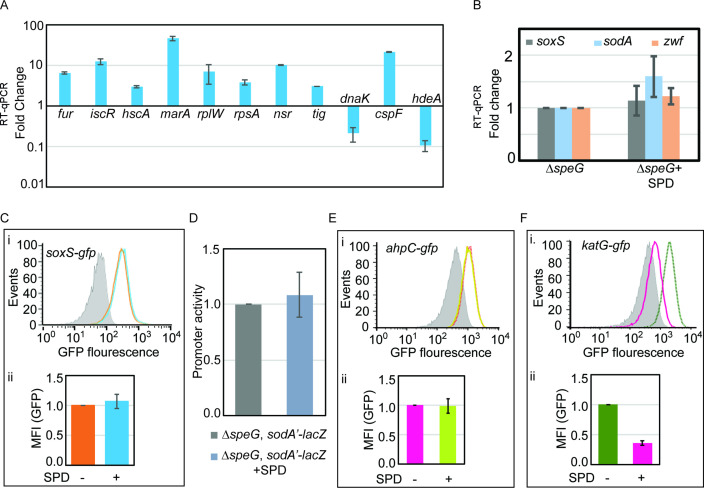
Validation of microarray data. (**A**) Microarray data was validated by performing quantitative real-time PCR (RT-qPCR) against some of the genes that were up- or downregulated in the microarray. (**B**) RT-qPCR data to show that the spermidine stress does not alter the expression of *soxS*, *sodA*, and *zwf* genes in the Δ*speG* strain. (**C**) Flow cytometry experiments determined that spermidine stress does not upregulate P*_soxS_-gfpmut2* reporter in the Δ*speG* strain. The upper portion of the panel (**i**) represents a flow cytometry histogram. Gray area is background fluorescence of the Δ*speG* cells. The areas within saffron line and blue line represent GFP fluorescence in the absence and presence of spermidine, respectively. The bar diagram in the lower part of the panel (ii) exhibits relative mean fluorescence intensity (MFI) values calculated from three independent flow cytometry experiments. (**D**) β-Galactosidase reporter assay shows that the promoter activity of *sodA* gene remains unchanged under spermidine stress. (**E**) Flow cytometry experiments were performed to show that spermidine stress does not upregulate P*_ahpC_-gfp* reporter in the Δ*speG* strain. The subpanel (**i**) represents a flow cytometry histogram of background fluorescence of the Δ*speG* cells (gray area). The pink-lined and green-lined areas of histogram represent fluorescence in the absence and presence of spermidine, respectively. The bar diagram in the subpanel (ii) exhibits relative MFI values calculated from three independent flow cytometry experiments. (**F**) Flow cytometry experiments show that spermidine stress downregulates P*_katG_-gfp* reporter expression in the Δ*speG* strain. The subpanel (**i**) represents histogram of background fluorescence of the Δ*speG* cells (gray area). The green-lined and pink-lined areas of histogram represent GFP fluorescence in the absence and presence of spermidine, respectively. The bar diagram in the lower part of the panel (ii) exhibits relative MFI values in the presence or absence of spermidine calculated from three independent flow cytometry experiments. *** denotes p-value < 0.001; unpaired t test.

Iron-sulfur center of SoxR senses the levels of cellular O_2_^-^ or NO (Fujikawa et al., 2017; Hidalgo and Demple, 1994; Kobayashi, 2017; Liochev and Fridovich, 2011; Lo et al., 2012) and triggers transcription of a set of genes, including *soxS*, s*odA,* and *zwf* (Touati, 2000; Wu and Weiss, 1992). Surprisingly, none of the three critical genes was found to be activated in the microarray. 

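The log2 fold change of *soxS* (b4062) was -1.11 (standard error 0.03, adjusted p = 2.6e-11 from limma). *sodA* (b3908) changed by -0.72 (standard error 0.03, adjusted p = 4.8e-09), and its direction depended on the scaling, with 0.27 when the arrays were scaled on the spike-in probes. *soxS* remained lower under that scaling, at -0.27. *zwf* (b1852) changed by 0.18 (standard error 0.03, adjusted p = 3.8e-04), a 1.14-fold difference that was called higher. It was 0.10 after scaling to the 75th percentile and 1.02 when scaled on the spike-in probes, where the median gene was at 0.80.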

RT-qPCR analyses verified the unaltered expression of *soxS*, *sodA,* and *zwf* under spermidine stress (Figure 4—figure supplement 2). Consistently, using Δ*speG* harboring pUA66_*soxS*, a reporter plasmid expressing *gfpmut2* from the *soxS* promoter (P*_soxS_-gfpmut2*), and RKM1 strain containing a chromosomally fused *lacZ* reporter under *sodA* promoter (P*_sodA_-lacZ*) (Table 1), we did not find any transcriptional activation of *soxS* and *sodA* promoters (Figure 4—figure supplement 2). Therefore, we suspected whether spermidine in excess blocks the O_2_^-^ -mediated activation of SoxR, thereby aggravating O_2_^-^ toxicity. However, an alternative explanation for this observation would be that the redox cycling drugs, but not O_2_^-^, are the efficient activators of SoxR (Gu and Imlay, 2011). Therefore, we used menadione, a redox cycling agent and O_2_^-^ generator, to observe the P*_soxS_-gfpmut2* reporter induction and chased it by spermidine in the Δ*speG* strain. Spermidine also suppressed the menadione-induced GFP reporter fluorescence (Figure 4B), suggesting that spermidine indeed blocks SoxR-mediated activation of *soxS* in *E. coli*. A possible mechanism of spermidine-mediated SoxR inactivation is discussed. Among other ROS-responsive genes, the catalase coding genes (*katE* and *katG*) were downregulated (Figure 4A), while no change was observed in the expression of *ahpCF* genes under spermidine stress (GEO accession #154618). 

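*katE* (b1732) and *katG* (b3942) had log2 fold changes of -1.33 and -2.19, each with a standard error of 0.03 (adjusted p = 5.4e-12 and 1.7e-13 from limma). Scaled on the spike-in probes, *katG* remained lower at -0.73, whereas *katE* was no longer called (-0.04). *ahpC* (b0605) changed by -0.43 (standard error 0.03, adjusted p = 6.1e-08), but its direction reversed with the scaling: it was 0.54 after scaling to the 75th percentile, 0.53 with the intensities processed by the scanner software, and 1.46 with the spike-in probes. *ahpF* (b0606) was higher by 0.63 (standard error 0.03, adjusted p = 1.5e-09), a 1.54-fold change. The differences in both genes were larger than the spread between arrays of a condition, and both were under 2-fold after quantile normalization. That spread was no larger than that of duplicate spots within an array and may leave out variation between cultures. Exceeding it is therefore weak evidence of a change.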

Using pUA66_*ahpC* and pUA66_*katG* reporter plasmids (P*_ahpC_-gfpmut2* and P*_katG_-gfpmut2*, respectively), we validated these microarray observations (Figure 4—figure supplement 2).

**Table 1.** The list of strains and plasmids used in this work.

Strains and plasmids	Genotype/features	References
**Strains**		
BW25113	*Escherichia coli; rrnB3* Δ*lacZ4787 hsdR514*Δ(*araBAD*) 567 Δ(*rhaBAD*)568 *rph-1*	Baba et al., 2006
Δ*speG*	BW25113, Δ*speG::kan^R^*	Baba et al., 2006
Δ*sodA*	BW25113, Δ*sodA::kan^R^*	Baba et al., 2006
Δ*sodB*	BW25113, Δ*sodB::kan^R^*	Baba et al., 2006
Δ*zwf*	BW25113, Δ*sodC::kan^R^*	Baba et al., 2006
Δ*fis*	BW25113, Δ*fis::kan^R^*	Baba et al., 2006
Δ*ihfA*	BW25113, Δ*ihfA::kan^R^*	Baba et al., 2006
Δ*iscU*	BW25113, Δ*iscU::kan^R^*	Baba et al., 2006
Δ*ygfZ*	BW25113, Δ*ygfZ::kan^R^*	Baba et al., 2006
Δ*soxS*	BW25113, Δ*soxS::kan^R^*	Baba et al., 2006
Δ*marA*	BW25113, Δ*marA::kan^R^*	Baba et al., 2006
Δ*marB*	BW25113, Δ*marB::kan^R^*	Baba et al., 2006
Δ*ahpC*	BW25113, Δ*ahpC::kan^R^*	Baba et al., 2006
Δ*katG*	BW25113, Δ*katG::kan^R^*	Baba et al., 2006
Δ*speG*Δ*sodA*	BW25113, Δ*speG*, Δ*sodA::kan^R^*	This study
Δ*speG*Δ*sodB*	BW25113, Δ*speG*, Δ*sodB::kan^R^*	This study
Δ*speG*Δ*sodA*Δ*sodB*	BW25113, Δ*speG*, Δ*sodA*, Δ*sodB::kan^R^*	This study
Δ*speG*Δ*zwf*	BW25113, Δ*speG*, Δ*zwf::kan^R^*	This study
Δ*speG*Δ*soxS*	BW25113, Δ*speG*, Δ*soxS::kan^R^*	This study
Δ*speG*Δ*fis*	BW25113, Δ*speG*, Δ*fis::kan^R^*	This study
Δ*speG*Δ*ihfA*	BW25113, Δ*speG*, Δ*ihfA::kan^R^*	This study
Δ*speG*Δ*iscU*	BW25113, Δ*speG*, Δ*iscU::kan^R^*	This study
Δ*speG*Δ*ygfZ*	BW25113, Δ*speG*, Δ*ygfZ::kan^R^*	This study
Δ*speG*Δ*marA*	BW25113, Δ*speG*, Δ*marA::kan^R^*	This study
Δ*speG*Δ*marB*	BW25113, Δ*speG*, Δ*marB::kan^R^*	This study
JRG3533	MC4100 ф(*sodA-lacZ*)49, cm^R^	Tang et al., 2002
RKM1	BW25113, Δ*speG*, *sodA-lacZ*:cm^R^	This study
**Plasmids**		
pET28a (+)	*kan^R^*; T7-promoter; IPTG inducible	Novagen
pBAD/Myc-His A	*amp^R^*; pBAD-promoter; Ara inducible	ThermoFisher
pDAK1	pBAD/*Myc*-His A; Two *NdeI* sites were mutated and *NcoI* site was replaced by *NdeI*	Lab resource
pZwf	*zwf* cloned in pDAK1 *NdeI* and *HindIII* sites	This study
pSodA	*sodA* cloned in pDAK1 vector	This study
pET-*sodA*	*sodA* cloned in pET28a (+) vector	This study
pET-*ahpC*	*ahpC* cloned in pET28a (+) vector	This study
pET-*katG*	*katG* cloned in pET28a (+) vector	This study
pSpeG	*speG* cloned in pDAK1 vector	This study
pUA66_*soxS*	*kan^R^*; *soxS* promoter cloned upstream of *gfpmut2* reporter in pUA66	Zaslaver et al., 2006
pUA66_*ahpC*	*kan^R^*; *ahpC* promoter cloned upstream of *gfpmut2* reporter in pUA66	Zaslaver et al., 2006
pUA66_*katG*	*kan^R^*; *katG* promoter cloned upstream of *gfpmut2* reporter in pUA66	Zaslaver et al., 2006
**Note: *kan^R^*, kanamycin resistance; *amp^R^*, ampicillin resistance, and *cm^R^*, chloramphenicol resistance**.		

Consistent with the microarray expressions, our western blotting experiments exhibited the unchanged expression of SodA and a decreased expression of KatG in the spermidine-treated Δ*speG* strain compared to untreated counterparts (Figure 4C and D). However, SodA level was modestly elevated in the Δ*speG* strain, and the spermidine-treated WT strain, in contrast to the untreated WT strain (Figure 4C). Contrary to the microarray data, a profound increase in AhpC level was observed while growing WT or Δ*speG* cells in the presence of spermidine, indicating a translational elevation of AhpC level under spermidine stress (Figure 4E). Increased AhpC level indicating the activation of alkyl hydroperoxidase (AhpCF) enzyme could be responsible for the decline in cellular H_2_O_2_ level (Figure 1C). Thus, declined H_2_O_2_ concentration could be the limiting factor for the cellular •OH radical production under spermidine stress (Figure 1A).

### Spermidine affects iron-sulfur cluster biogenesis

O_2_^-^ has the potential to oxidize the solvent-exposed iron-sulfur clusters of *E. coli* dehydratases, aconitase, and fumarase enzymes to liberate free Fe^2+^ (Benov, 2001; Fridovich, 1986; Imlay, 2008). Therefore, supplementation of Fe^2+^ ions helps to repair the damaged clusters (Gardner and Fridovich, 1992; Imlay, 2008). Consistently, we observed that the declined aconitase activity in the spermidine-stressed Δ*speG* strain was rescued by supplemental Fe^2+^ ion (Figure 5A). Besides, the intracellular level of iron in the Δ*speG* strain was decreased more than 3-fold in the presence of spermidine (Figure 5B). Consequently, the supplementation of Fe^2+^ salt in the LB-agar plate rescued the growth of spermidine-fed Δ*speG* strain supports this claim (Figure 5C).

**Figure 5.**
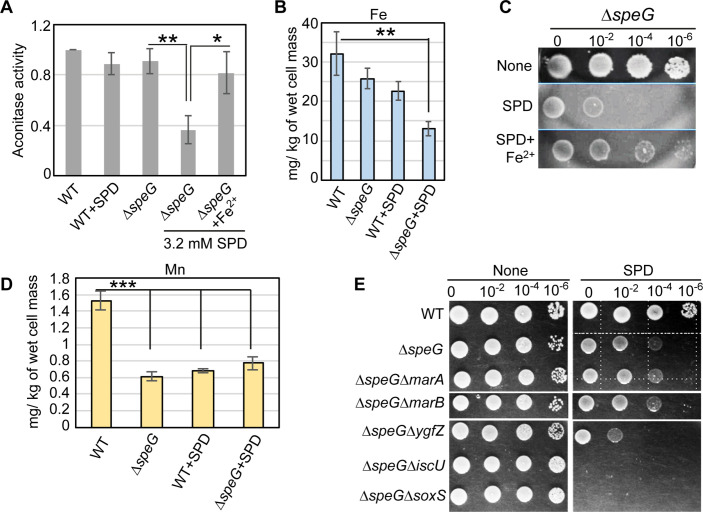
Spermidine-mediated O_2_^-^ radical production affects iron metabolism. (**A**) The bar diagram represents relative aconitase activity in the *Escherichia coli* WT and Δ*speG* strains in the presence and absence of spermidine (SPD). (**B**) Intracellular levels of Fe in the *E. coli* strains determined in the presence or absence of SPD stress were plotted. (**C**) Spot assay using serially diluted Δ*speG* cells demonstrated that Fe^2+^ can rescue SPD stress. (**D**) Intracellular levels of Mn levels in the *E. coli* strains determined in the presence or absence of SPD stress were plotted. (**E**) Spot assay shows the relative sensitivity of various double mutants, Δ*speG*Δ*ygfZ,* Δ*speG*Δ*iscU,* and Δ*speG*Δ*soxS* strains to SPD. Error bars in the panels are mean ± SD from the three independent experiments. Whenever mentioned, the ***, **, and * denote p-values < 0.001, < 0.01, and < 0.1 respectively; unpaired t test. See also Figure 5—figure supplement 1, and Figure 5—source data 1, Figure 5—source data 2, Figure 5—source data 3. Figure 5—source data 1.Figure 5A Raw data. Figure 5—source data 2.Figure 5B Raw data. Figure 5—source data 3.Figure 5D Raw data.

**Figure 5—figure supplement 1.**
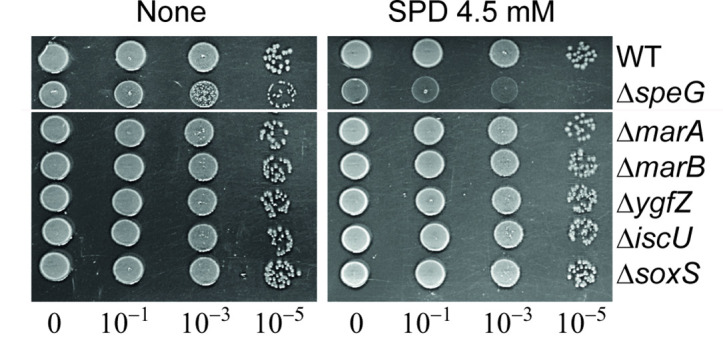
Spermidine (SPD) sensitivity of the single mutants. The spot assay shows that single mutants are not affected by SPD.

The iron scarcity was also reflected in the gene expression pattern of IscR regulon (Figure 4A). IscR forms a functional holoenzyme with the iron-sulfur cluster. 

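All 8 genes of the operon from *iscR* to *iscX* were more than 2-fold higher in the spermidine-fed cells. *iscR* (b2531), the first gene, had a log2 fold change of 1.50 and *iscS* (b2530) one of 1.46. *iscU* (b2529) rose by 2.29 and *iscA* (b2528) by 3.53, the largest change of the operon. The downstream genes *hscB*, *hscA*, *fdx* and *iscX* (b2527 to b2524) rose by 2.14, 2.06, 1.77 and 2.42. The standard error was 0.03 for each of the 8 genes, and the adjusted p from limma was at most 3.1e-12. The 3 probes of *iscS* ranged from 0.89 to 1.99. The values of the 8 genes under the 20 other processing choices set before the data were examined all stayed above 1, or 2-fold.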

The de-repression of iron-sulfur cluster biogenesis operon (*iscRSUA-hscBA-fdx-iscX*) in the microarray (Figure 4A) signifies the presence of non-functional apo-IscR under the scarcity of cellular Fe^2+^ ion (Esquilin-Lebron et al., 2021; Schwartz et al., 2001). Besides, apo-IscR and apo-Fur activate and derepress the alternative iron-sulfur cluster assembly system (*sufABCDSE*), respectively (Esquilin-Lebron et al., 2021; Outten et al., 2004). Interestingly, no genes of the *suf* operon were found to be upregulated under spermidine stress. Instead, a 3-fold downregulation of *sufA* was observed (Figure 4A). 

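After quantile normalization, *sufB* (b1683), *sufC* (b1682) and *sufD* (b1681) had log2 fold changes of -0.44, -0.45 and -0.27 (adjusted p = 5.5e-08, 5.9e-07 and 2.3e-06 from limma). *sufS* (b1680) at 0.07 and *sufE* (b1679) at -0.01 were not called (adjusted p = 0.058 and 0.76). *sufS* was called higher at 0.19 after cyclic loess normalization and at 0.07 with the replicate number as a block. It was called lower at -0.07 with the intensities processed by the scanner software. Without spermidine-fed replicate 1, *sufS* was at 0.13. The brightest probe of *sufD* alone gave -0.08, which was not called. As a family, the 6 genes had a median of -0.36 that did not pass the threshold (camera, adjusted p = 0.21). When the arrays were scaled on the spike-in probes, *sufB*, *sufC*, *sufD*, *sufS* and *sufE* were higher by 0.38, 0.52, 0.52, 0.88 and 0.90. The median gene was at 0.80 under that scaling, above *sufB*, *sufC* and *sufD* and below *sufS* and *sufE*.

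**Figure D2:**
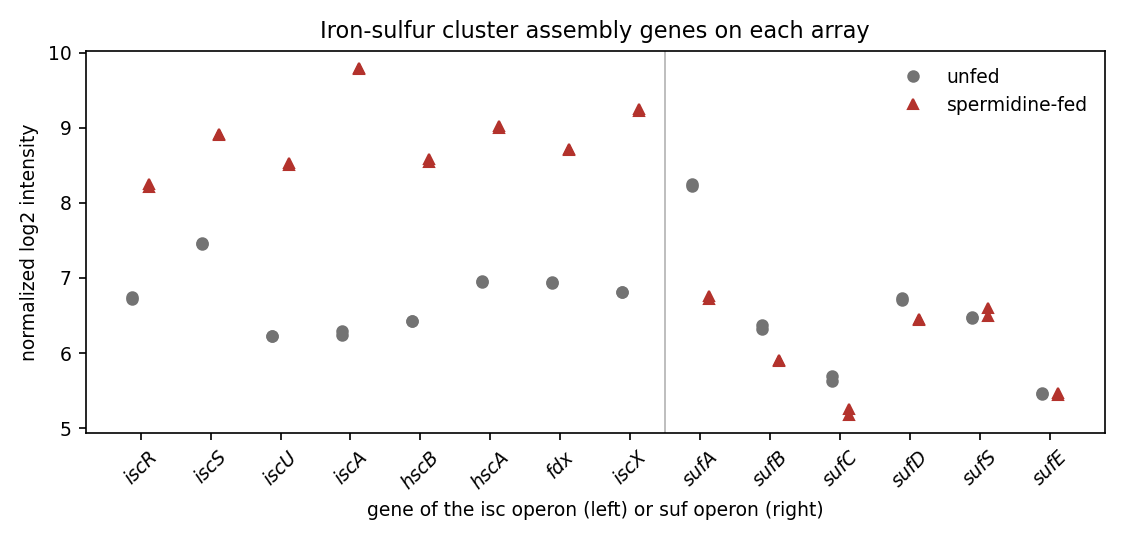
Normalized log2 intensity of each gene of the *isc* operon (left) and the *suf* operon (right) on each array, with the 2 unfed arrays as grey circles and the 2 spermidine-fed arrays as red triangles. The spermidine-fed arrays lie above the unfed ones for all 8 *isc* genes and below them for *sufA*, *sufB*, *sufC* and *sufD*; under the spike-in scaling *sufB*, *sufC* and *sufD* are higher.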

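The log2 fold change of *sufA* (b1684) was -1.50 (standard error 0.03, adjusted p = 2.9e-12 from limma). Its normalized log2 intensity was 8.24 ± 0.02 (SD, n = 2 arrays) in unfed and 6.74 ± 0.02 (SD, n = 2) in spermidine-fed cells, so the level was 2.82-fold lower. The 3 probes of the gene gave log2 fold changes between -1.94 and -0.63. With the spike-in scaling it was -0.23.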

Since *suf* operon is also positively regulated by OxyR (Esquilin-Lebron et al., 2021) but spermidine stress declined the cellular H_2_O_2_ levels (Figure 1C), we suggest that the combined action of apo-IscR, apo-Fur, and inactivated form of OxyR kept *suf* operon expression indifferent under spermidine stress. Spermidine also activated *rsxA* and *rsxB* (Figure 4A), which encode the critical components of the iron-sulfur cluster reducing system of SoxR (Koo et al., 2003).

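*rsxA* (b1627) had a log2 fold change of 0.92 (standard error 0.03, adjusted p = 1.1e-10 from limma), which is 1.89-fold. *rsxB* (b1628) rose by 2.24 (standard error 0.03, adjusted p = 1.3e-13) and *rsxC* (b1629) by 1.38 (standard error 0.02, adjusted p = 2.8e-12). The probes of *rsxB* lay between 2.21 and 2.25. Leaving out each array in turn kept *rsxA* between 0.90 and 0.93, and the other processing choices set before the data were examined gave 0.53 to 1.02.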

The level of manganese, an antioxidant metal that determines *sodA* activity, is usually increased under iron scarcity (Kaur et al., 2017; Kaur et al., 2014; Martin et al., 2015; Waters et al., 2011). However, a modest decrease in the level of cellular manganese under spermidine stress was observed (Figure 5D). The low level of manganese could slow down the rate of dismutation of O_2_^-^ anion compromising SodA function, thereby elevating the O_2_^-^ anion levels in the spermidine-treated cells. Finally, we spotted the serially diluted cultures of *E. coli* strains to show that the deletion of two individual genes (*iscU* and *ygfZ*), which are involved in the iron-sulfur cluster biogenesis (Waller et al., 2010), affects the growth of the spermidine-treated Δ*speG* strain (Figure 5E). Interestingly, the Δ*speG*Δ*soxS* strain was more sensitive to spermidine than the Δ*speG* strain (Figure 5E), indicating that the basal level of *soxS* expression has some potential to ameliorate O_2_^-^ under spermidine stress. 

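The normalized log2 intensity of *marA* (b1531) was 6.02 ± 0.02 (SD, n = 2 arrays) in unfed and 10.5 ± 0.09 (SD, n = 2) in spermidine-fed cells. That of *marB* (b1532) was 6.83 ± 0.05 (SD, n = 2) and 11.9 ± 0.03 (SD, n = 2). Their log2 fold changes of 4.50 and 5.04 (adjusted p = 3.4e-14 and 9.2e-15 from limma) were the largest rises among the genes tested after quantile normalization, with 22.6-fold and 32.8-fold higher levels. *marR* (b1530), the repressor gene of the same operon, rose by 1.86 (standard error 0.03), and its 3 probes ranged from 1.13 to 3.19.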

Although *marA* and *marB* genes were expressed at the highest level in the spermidine-stressed Δ*speG* strain (Figure 4A), Δ*speG*Δ*marA* and Δ*speG*Δ*marB* strains did not show any difference in growth compared to Δ*speG* strain under spermidine stress (Figure 5E). Note that, unlike Δ*speG* strain, the single mutants, viz. Δ*marA,* Δ*marB*, Δ*ygfZ*,Δ*iscU*, andΔ*soxS*, grow similarly to the WT strain in the presence or absence of spermidine (Figure 5E and Figure 5—figure supplement 1).

### Free spermidine interacts and oxidizes Fe^2+^ ion to generate superoxide radicals in vitro

To probe whether spermidine directly interacts with iron, we performed isothermal titration calorimetry (ITC) using Fe^3+^ (ferric citrate) and Fe^2+^ (ferrous ammonium sulfate) ions. Titration of spermidine with Fe^3+^ generated exothermic peaks indicating a standard binding reaction with a stoichiometry (N) of 0.711 (Figure 6A). On the other hand, titration of spermidine with Fe^2+^ in two different isothermal conditions produced consistent and complex patterns (Figure 6B and C). To explain it, we divided the pattern into two halves. In the first half, Fe^2+^ injections to spermidine generated alternate exothermic and endothermic peaks till the ratio of spermidine to Fe^2+^ reaches about 1:1.3 (Figure 6B and C). In the second half of the profile, after the ratio of spermidine to Fe^2+^ crosses 1:1.3, no endothermic peaks were observed, and a gradual shortening of exothermic peaks was generated, leading to saturation (Figure 6B and C). From the first half of pattern, we suspected Fe^2+^ interaction with spermidine also involves some other reactions, such as oxidation of the Fe^2+^ to generate Fe^3+^ and O_2_^-^, Fe^3+^ release, and subsequent Fe^3+^ binding to spermidine.

**Figure 6.**
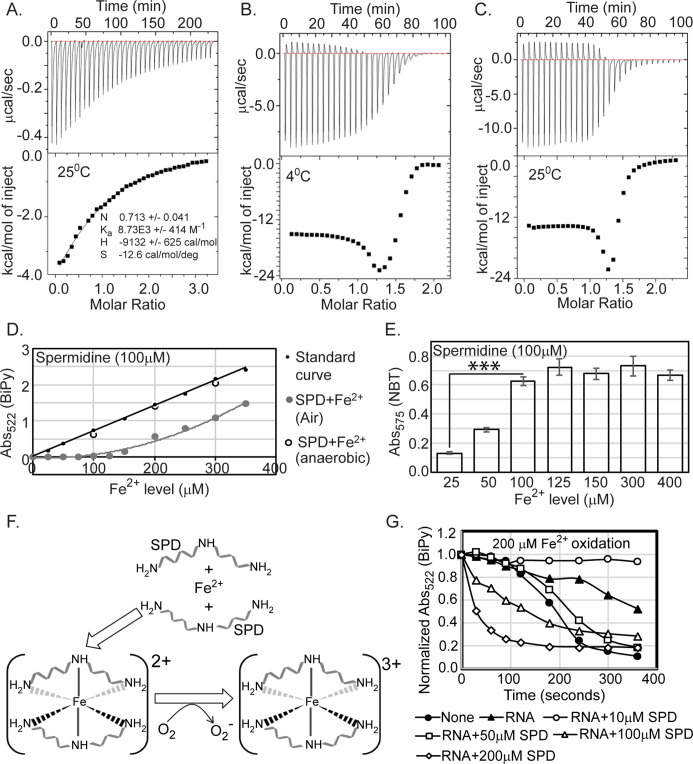
Spermidine oxidizes Fe^2+^ generating O_2_^-^ radical in aerobic condition. (**A**) Isothermal titration calorimetry (ITC) data demonstrates the interaction of spermidine with Fe^3+^. (**B**) and (**C**) ITC data shows the interaction of spermidine with Fe^2+^ ion at 4°C and 25°C, respectively. (**D**) 100 µM spermidine was incubated with different concentrations of Fe^2+^ followed by estimation of Fe^2+^ levels by bipyridyl chelator. The color formation was recorded at 522 nm and plotted them along with standard curve. The panel depicts that the incubations of 100 µM spermidine with 100, 200, and 300 µM of Fe^2+^ in the anaerobic condition do not lead to the loss of Fe^2+^ ions detected by bipyridyl chelator. However, when 100 µM spermidine was incubated with the different concentrations of Fe^2+^ (25–350 µM) in the aerobic condition, the bipyridyl-mediated color formation was observed when Fe^2+^ level was between above 125 µM and 150 µM (i.e., till spermidine to Fe^2+^ ratio reaches approximately 1.3). The mean values from the three independent experiments were plotted. SD is negligible and is not shown for clarity. (**E**) Nitro blue tetrazolium (NBT) assay was performed to determine that spermidine and Fe^2+^ interaction yields O_2_^-^ radical. The colorimetry at 575 nm suggests that 100 µM of spermidine interacts with approximately 125 µM of Fe^2+^ (ratio 1:1.3) to generate saturated color. Error bars in the panel are mean ± SD from the three independent experiments. *** denotes p-value < 0.001; unpaired t test. (**F**) Model to show final coordination complex formation. An Fe^2+^ interacts with two spermidine molecules forming hexadentate coordination complex. This interaction oxidizes Fe^2+^ liberating one electron to reduce oxygen molecule. Finally, two spermidine coordinates one Fe^3+^ with an octahedral geometry. (**G**) The curves represent the *Escherichia coli* total RNA inhibits iron oxidation. Spermidine further reduces the RNA-mediated iron oxidation at concentration 10 µM but higher concentrations of spermidine increase the iron oxidation despite the presence of RNA. The mean values are derived from the three independent experiments and plotted. SD is negligible and is not shown for clarity. See also Figure 6—source data 1, Figure 6—source data 2, Figure 6—source data 3. Figure 6—source data 1.Figure 6D Raw data. Figure 6—source data 2.Figure 6E Raw data. Figure 6—source data 3.Figure 6G Raw data.

To test whether Fe^2+^ was oxidized in the presence of spermidine to liberate Fe^3+^, we titrated spermidine by increasing amounts of Fe^2+^ iron followed by assessing the level of Fe^2+^ by using bipyridyl chelator. Chelation of Fe^2+^ ions by bipyridyl generates pink color indicating Fe^2+^ levels. No color formation was observed till the ratio of spermidine to Fe^2+^ reaches 1:1.3 (Figure 6D), a number that exactly matches with the ratio of spermidine to Fe^2+^ in the first half of ITC experiments (Figure 6B and C). The color formation starts appearing when the ratio crosses 1:1.3 (Figure 6D), suggesting that 1 molecule of spermidine (or 10 molecules) exactly oxidizes 1.3 molecules (or 13 molecules) of Fe^2+^. The colorimetric values overlap with the standard curve when reactions were under anoxic condition, indicating Fe^2+^ was not oxidized (Figure 6D). We used nitro blue tetrazolium (NBT) dye to check whether the loss of one electron from Fe^2+^ generates O_2_^-^ anion under spermidine stress. An increased NBT absorption at 575 nm till the ratio of spermidine to Fe^2+^ reaches 1:1.3 confirms that 1 molecule (or 10 molecule) of spermidine interacts with 1.3 molecules (or 13 molecules) of Fe^2+^ generating 1.3 molecules (or 13 molecules) O_2_^-^ anion radical (Figure 6E). From the stoichiometry of 0.711 (which is close to 0.5) (Figure 6A), we postulate that two spermidine and one Fe^3+^ together could form a hexadentate coordination complex with an octahedral geometry (Figure 6F). It appears that when spermidine molecules engaged to form a hexadentate coordination complex with Fe^2+^, the former helps oxidizing latter to form Fe^3+^ in sufficient concentrations. Fe^3+^ finally forms coordination complex with spermidine (Figure 6F). It may be noted that the binding of spermidine and Fe^3+^ is entirely enthalpy-driven, as indicated by a large negative ΔH. The negative entropy (ΔS) value presumably results from the ordering of spermidine from an extended conformation to a compact and rigid one after metal chelation (Figure 6A).

The cellular spermidine barely exists as a ‘free’ species; rather, majority of them remain ‘bound’ with RNA, DNA, nucleotides, and phospholipids (Igarashi and Kashiwagi, 2000; Miyamoto et al., 1993; Schuber, 1989; Tabor and Tabor, 1984). It has been reported that these phosphate-containing biomolecules have the inherent property to inhibit iron oxidation blocking O_2_^-^ production (LØVaas, 1996; Tadolini, 1988a; Tadolini, 1988b). The bound spermidine further enhances the inhibitory effects of these biomolecules toward iron oxidation. Consistent with the report (Tadolini, 1988b), we noticed that 1 μg of RNA inhibited the oxidation of 200 µM Fe^2+^. The presence of 10 μM spermidine further decreased iron oxidation (Figure 6G). However, increasing the concentrations of spermidine (50, 100, and 200 μM) accelerated iron oxidation gradually (Figure 6G). This data clearly indicates that cell maintains a level of cellular spermidine that may remain optimally bound with the biomolecules inhibiting O_2_^-^ generation. However, when homeostasis fails due to *speG* deletion, excess spermidine accumulates that can remain in a ‘free’ form inducing O_2_^-^ radical toxicity.

## Discussion

Our study presented in this paper answers why spermidine homeostasis is intriguingly fine-tuned in bacteria. We provide clear-cut evidence that excess spermidine, which remains as a free species (Figure 6G), stimulates the production of toxic levels of O_2_^-^ radicals in *E. coli* (Figures 1 and 2). O_2_^-^ anion thus generated affects cellular redox balance (Figure 3) and damages iron-sulfur clusters of the proteins (Figures 4 and 5). Since spermidine directly interacts with Fe^2+^ (Figure 6), it may abstract iron from some of the iron-sulfur clusters, thereby inactivating some of the proteins. On the other hand, when spermidine level is at optimum, most of it remain as bound form with the biomolecules, thereby slows down iron oxidation and subsequent O_2_^-^ production (LØVaas, 1996; Tadolini, 1988a; Tadolini, 1988b; Figure 6G). Thus, spermidine deficiency would enhance the rate of iron oxidation (Figure 6G), leading to ROS production (Figure 1A and B). This is why spermidine is a double-edged sword where in excess, it provokes O_2_^-^ anion production, and in scarcity, it leads to higher ROS levels.

Polyamines remain protonated at physiological pH, yet they are able to coordinate several positively charged metal ions, such as Ni^2+^, Co^2+^, Cu^2+^, and Zn^2+^, possibly via charge neutralization by counterions that reduces the Coulombic repulsion between spermidine and the metals (LØVaas, 1996). Similar charge neutralization of the nitrogen atoms of spermidine likely allows coordinate covalent bonds with Fe^3+^ (Figure 6F). About 10 spermidine molecules oxidize Fe^2+^ to generate 13 Fe^3+^ cations and equivalent numbers of O_2_^-^ radicals (Figure 6B and C). When sufficient concentration of Fe^3+^ is generated, two spermidine molecules coordinate one Fe^3+^ to form a hexadentate complex with an octahedral geometry (Figure 6F). We substantiated this in vitro spermidine-mediated iron oxidation and subsequent O_2_^-^ radical production phenomena (Figure 6), showing that cells are highly toxic to the spermidine under aerobic condition but not under anaerobic condition (Figure 1D).

Usually, abundant O_2_^-^ level leads to general ROS including H_2_O_2_ production. However, despite elevated O_2_^-^ production, spermidine lowers overall ROS levels in Δ*speG* strain (Figures 1C, A, 2). The declined H_2_O_2_ level could be attributed to the slower rate of O_2_^-^ anion dismutation due to the failure of *sodA* activation (Figure 4—figure supplement 2) and the activation of alkyl hydroperoxidase (AhpCF) that neutralizes H_2_O_2_, represented by AhpC overexpression (Figure 4E). A low level of cellular manganese (Figure 5D) could also limit SodA activity. Besides, the activation of IscR regulon (Figure 4A), the low cellular iron content (Figure 5B), and the rejuvenation of cell growth by Fe^2+^ supplementation (Figure 5C) indicate that the spermidine presumably lowers the Fe^2+^/Fe^3+^ ratio in Δ*speG* strain. Thus, the decreased level of Fe^2+^ and H_2_O_2_ (Figures 5B and 1C) could potentially diminish cellular •OH radical production in the spermidine-fed cells. We have summarized all these observations and hypotheses in the schematic Figure 7.

**Figure 7.**
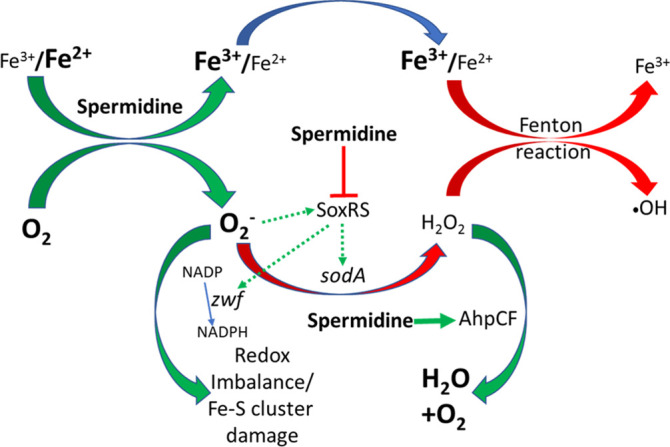
Flowchart explaining the reactive oxygen species (ROS) generation under spermidine stress. The model describes that the spermidine administration in the cell interacts with free iron and oxygen to generate O_2_^-^ radical, increasing Fe^3+^/Fe^2+^ ratio. Spermidine also blocks O_2_^-^ radical-mediated activation of SoxRS that upregulates *zwf* and *sodA*. Consequently, reduced nicotinamide adenine dinucleotide phosphate (NADPH) production and dismutation of O_2_^-^ radical to H_2_O_2_ were not accelerated, leading to redox imbalance and O_2_^-^ -mediated damage to the iron-sulfur clusters, respectively. Additionally, spermidine translationally upregulated alkyl hydroperoxidase (AhpCF) that lowers the level of H_2_O_2_. Declined cellular Fe^2+^ and H_2_O_2_ levels weaken Fenton reaction to produce •OH radical.

Interestingly, spermidine stimulates O_2_^-^ production but SoxR function remained indifferent in the Δ*speG* cells (Figure 4B). This observation is consistent with the previous finding that redox cycling drugs, but not O_2_^-^, are the efficient activators of SoxR function (Gu and Imlay, 2011). Even spermidine blocked SoxR expression by menadione, a redox cycling drug (Figure 4B). These two observations implicate that free spermidine being an iron chelator (Figure 6A, B and C) might affect SoxR maturation by interfering its iron-sulfur cluster formation. As a result, apo-SoxR remained unreactive to the superoxide or redox cycling drugs, and thereby failed to activate SoxR regulon genes. Since spermidine ubiquitously interacts with DNA and modulates gene expression in many ways (Igarashi and Kashiwagi, 2000; Jung and Kim, 2003; Miyamoto et al., 1993), another possibility could be that excess of it might occlude SoxR-binding to the *soxS* and *sodA* promoter regions to activate them. Alternatively, blockage of SoxR activation could result from spermidine-mediated activation of *rsxA* and *rsxB* (Figure 4A), which encode the critical components of the iron-sulfur cluster reducing system of SoxR (Koo et al., 2003), to keep SoxR inactive. Nevertheless, a detailed biochemical study on this aspect is needed to understand the mechanism.

Our study in *E. coli* observed quite a few biochemical aspects which might explain how the horizontal acquisition of *speG* gene could confer a pathogenic advantage to the *Staphylococcus aureus* USA 300 strain (Eisenberg et al., 2009). *S. aureus*, a Gram-positive commensal living on human skin, often causes severe disease upon access to deeper tissues. Since most of the iron in mammals exists intracellularly, the extracellular pathogen, *S. aureus* faces hardship and competes with the host for the available iron (Hammer and Skaar, 2011). As spermidine declines cellular iron content and interferes with iron metabolism (Figure 4), it is thus possible that *S. aureus* does not synthesize spermidine (Joshi, 2012). Furthermore, the acquisition of *speG* gene by S. *aureus* USA300 (Joshi, 2012) could allow it to inactivate host-originated spermidine/spermine, thereby to maintain cellular iron content. Corroborating to our findings, a recent observation has pointed out that spermine stress upregulates iron homeostasis genes, indicating that spermine toxicity has a specific connection with iron depletion in the *speG*-negative *S. aureus* strain, Mu50 (MRSA) (Yao and Lu, 2014). Besides, spermine-mediated iron depletion may be responsible for the synergistic effect of spermine with the antibiotics against *S. aureus* (Kwon and Lu, 2007). Nevertheless, a thorough in vivo host-pathogen interaction study may unravel a specific link between spermine/spermidine and iron depletion in *S. aureus*.

## Materials and methods

### Bacterial strains, plasmids, proteins, and chemicals

Bacterial strains and plasmids used in this study are listed in Table 1. BW25113 strain of *E. coli* was used as WT in this study. Oligonucleotides were purchased from IDT. Bacterial broths and agar media were purchased from BD Difco. The knockout strains of *E. coli* were procured from the KEIO library (Baba et al., 2006), verified by PCR, freshly transduced into the WT background by P1 phage, and sequenced to confirm the deletion. The double and triple knockout mutants were generated following the standard procedure described by Datsenko and Wanner, 2000. *E. coli* strain JRG3533 was a generous gift from Dr Rachna Chaba, IISER Mohali, India. RKM1 strain was constructed by P1 transduction of *sodA-lacZ*:Cm^R^ genotype of JRG3533 to BW25113Δ*soxS* strain.

The plasmids, pUA66_*soxS*, pUA66_*ahpC*, pUA66_*katG,* were the gifts from Dr Csaba Pal, Biological Research Centre of the Hungarian Academy of Sciences (Zaslaver et al., 2006). pBAD-*zwf* was a generous gift from Dr CC. Vasquez, Universidad de Santiago de Chile (Sandoval et al., 2011). *sodA*, *katG*, *ahpC*, and *speG* genes were PCR-amplified by DG12-DG13, RM7-RM8, DG9-DG10, and RK3-RK4 primer pairs (Supplementary file 3), respectively. The PCR products were double-digested at the primer-specific unique restriction sites and inserted into identically digested pET28a (+) plasmid vector so that the 6X His-tagged SodA, KatG, and AhpC proteins are being produced (Table 1). The protein expression vectors, pET-*sodA*, pET-*ahpC*, pET-*katG,* were transformed to BL21 (DE3) cells, and expressions were induced by 0.4 mM IPTG. The overexpressed proteins were purified using Ni-NTA beads. The purified proteins were used to raise rabbit polyclonal antibodies following the standard procedure. *sodA* and *speG* were additionally subcloned in pDAK1, a derivative of pBAD/Myc-His A vector to get pSodA*,* and pSpeG multicopy expressions for complementation assays (Table 1). We also PCR-amplified *zwf* using RK55-RK56 primer pairs and cloned in the pDAK1 vector to get pZwf vector for complementation assays.

### Growth, viability, spermidine sensitivity, and complementation assays

An automated BioscreenC growth analyzer (Oy growth curves Ab Ltd) was used to generate growth curves mentioned in the Results. For this purpose, overnight cultures of different strains were diluted in fresh LB medium and grown in the presence and absence of 3.2–6.4 mM of spermidine. Ten mM of each of the ROS quenchers (TU, Tr, SP, ascorbate, and NAC) were used wherever mentioned. For growth assay of *E. coli* strains on the LB-agar supplemented with or without spermidine were performed by spotting serially diluted overnight cultures and growing them at 37°C. For viability assays, serially diluted *E. coli* strains were spread on LB-agar surface supplemented with 6.4 mM spermidine. We determined the viability under spermidine stress from the number of colonies grown. ZOIs, which appeared following overnight growth of the strains in the presence of 6.4 mM spermidine in the wells on agar plates, were determined both in aerobic and in anaerobic conditions. The anaerobic condition was created in an anaerobic Petri dish jar using AnaeroGas Pack 3.5 l pouches. For complementation experiments, the pSodA, pSpeG, and pZwf plasmids were transformed into ∆*speG*∆*zwf* and ∆*speG*∆*sodA* strains, respectively, and growth assays were performed in the presence of spermidine. Since the leaky expressions were sufficient to rescue growth defects, induction with arabinose was avoided for this purpose.

The reporter plasmids, pUA66_*soxS*, pUA66_*ahpC*, pUA66_*katG*, were transformed into ∆*speG* strain. The transformed cells were grown in the presence or absence of 3.2 mM spermidine. Wherever mentioned, 25 µM menadione was used as a positive control for O_2_^-^ generation. The cell pellets were washed twice with PBS and dissolved in 500 µl phosphate buffer saline (PBS). Flow cytometry was done using the Fl1 laser for 0.05 million cells using FACSVerse (BD Biosciences). The MFI values from three biological replicates have been calculated.

### Determining relative ROS levels in the cells

H2DCFDA (10 µM) and DHE (2.5 µM) were used to measure cellular •OH and O_2_**^-^** anion, respectively. The cells were grown in the presence or absence of 3.2 mM spermidine. Cells were harvested, washed with PBS, and an equal mass of cell pellets was incubated with DHE or H2DCFDA probes for an hour. The data were acquired using BD accuri Fl3 laser (for DHE) and Fl1 laser (for H2DCFDA) for 0.05 million cells. The MFI values of triplicate experiments were calculated. For H_2_O_2_ detection, the *E. coli* cells were grown in the presence or absence of 3.2 mM of spermidine for 4 hr. Cells were harvested and washed with 1× M9 minimal media. The equal mass of cells (2.5 mg each) suspended in 6 ml M9 minimal media were incubated for different time points to allow H_2_O_2_ liberation. The relative H_2_O_2_ liberation was measured by a Fluorimetric Hydrogen Peroxide Assay kit (Sigma Aldrich).

### EPR spectroscopy

The protocol was adopted from Thomas et al., 2015, with some modifications. The Δ*speG* strain harboring pDAK1 empty vector or pSodA was grown in the presence or absence of 3.2 mM spermidine for 2 hr and then 0.001% arabinose was added and further grown for 2 more hours; 100 mg cell pellets were quickly resuspended in 700 µl of KDD buffer, pH 7.4 (99 mM NaCl, 4.69 mM KCl, 2.5 mM CaCl_2_, 1.2 mM MgSO_4_, 25 mM NaHCO_3_, 1.03 mM KH_2_PO_4_, 5.6 mM D-glucose, 20 mM HEPES, 5 µM DETC, and 25 µM deferoxamine); 100 µl cell suspensions were preincubated with or without 20 mM DMTU and 200 µM UA for 5 min; and 500 µM of CMH spin probe (Enzo Life Sciences) were added and incubated for 30 min at 37°C. EPR spectra were acquired using a Bruker EMX MicroX EPR spectrometer with the following settings: center field, 3438 G, sweep width, 500 G; microwave frequency, 9.45 GHz; microwave power, 8.04 mW; modulation frequency 100 kHz; modulation amplitude, 5.64 G; conversion time, 40 ms; time constant, 40.96 ms; receiver gain, 1120; data points 1024; number of X-Scans, 5.

### β-Galactosidase and GFP reporter assays

For the β-galactosidase assay, the RKM1 strain was grown in the presence or absence of 3.2 mM of spermidine. The cell pellets were washed twice with Z-buffer (60 mM Na_2_HPO_4_, 40 mM NaH_2_PO_4_, 10 mM KCl, and 1 mM MgSO_4_) and diluted to OD_600_ ~0.5. Promoter activity was measured by monitoring β-galactosidase expression from single-copy *sodA-lacZ* transcriptional fusion; 100 µl of 4 mg/ml ONPG was used as a substrate, which was cleaved by β-galactosidase to produce yellow-colored *O*-nitrophenol. Colorimetric detection of this compound was done at 420 nm.

The reporter plasmids, pUA66_*soxS*, pUA66_*ahpC*, pUA66_*katG*, containing GFP-mut2 reporters, were used to determine the promoter activities of *soxS*, *ahpC,* and *katG* genes in the presence or absence of 3.2 mM spermidine. Flow cytometry was done using the FL1 laser for 0.05 million cells using FACSVerse (BD Biosciences) or BD Accuri C6 Plus Flow Cytometer (BD Biosciences) machine.

### Western blotting experiments

Overnight culture of *E. coli* strains was inoculated in fresh LB medium in 1:100 dilution and grown for 1.5 hr at 37°C. Next, 3.2 mM of spermidine were added, wherever required and allowed to grow again at 37°C for 2.5 hr. Cells were harvested and lysed with B-PER bacterial protein extraction reagent (Thermo Scientific). The total protein level was checked by the Bradford assay kit (Bio-Rad); 40 µg of total cellular proteins from the individual samples were subjected to SDS-PAGE. The proteins were transferred to a nitrocellulose membrane and stained with Ponceau S to visualize protein resolution and equal loading in the PAGE. Western blotting was performed using polyclonal rabbit primary antibodies and HRP-conjugated secondary antibodies. The blots were developed by Immobilon Forte Western HRP substrate (Millipore).

### Estimating cellular spermidine levels

Cells were grown in presence or absence of spermidine for 4 hr. The cells were washed with 1 M NaCl at 37°C for 10 min; 500 nmol of hexane-diamine (internal standard) was added and the pellets were resuspended in 750 µl of 10% perchloric acid. The cells were lysed by freeze-thawing using liquid nitrogen, and 800 µl of saturated sodium carbonate and 800 µl of 10 mg/ml of dansyl chloride were added to the supernatants. The dansylation was carried out at 60°C for 3 hr in dark. The reaction was stopped using 400 µl of 100 mg/ml proline and kept at 60°C for 30 min; 400 µl toluene was added to each sample and mixed thoroughly. The organic layer was collected and dried using a speed vac; 2 ml 80% acetonitrile was added and sonicated to dissolve the dry samples. The samples were then passed through 0.22 µm filter and injected to HPLC system (Agilent 1260 Infinity II) attached with a reversed-phase C-18 column (Agilent ZORBAX Eclipse Plus C18 of dimension 4.6 × 100 mm, 3.5 µm). Acetonitrile gradient (0–100%) with 0.8 ml/min flow rate was used for all samples. A PDA detector was used to monitor the elution peaks. The corresponding mass of individual peaks were detected using either a single quadrupole Agilent MSD using the ESI source or a separate Agilent LC-MS/MS equipment. Pure spermidine and hexane-diamine were also dansylated and determined their 100% tri- or di-dansylation. The dansylated spermidine was also used to generate a standard curve. The peak areas of spermidine (mAu*s) were normalized with the average peak area of internal standards. The absolute amounts of spermidine were calculated from the standard curve.

### Isothermal titration calorimetry

A MicroCal VP-ITC calorimeter, MicroCal Inc, was used for calorimetric measurements to probe the interaction of spermidine with Fe^2+^ and Fe^3+^ species. In order to achieve this, 100 µM of spermidine solution was prepared in 20 mM sodium acetate buffer (pH 5.5) and put into the sample cell. The ligands, 2.1 mM of FeCl_3_ or ferrous ammonium sulfate, were also dissolved in the identical sodium acetate buffer. The titrations involved 30 injections of individual ligands (5 µl per shot) at 300 s intervals into the sample cell containing 1.8 ml of 100 µM spermidine. The titration cell was kept at some specific temperature and stirred continuously at 286 rpm. The heat of dilution of ligand in the buffer alone was subtracted from the titration data. The data were analyzed using Origin 5.0 software.

### 2,2′-Bipyridyl and NBT assays

2,2′-Bipyridyl chelates Fe^2+^ producing color that absorbs at 522 nm (A_522_). The standard curve for 0–350 µM of Fe^2+^ ion was generated simply by recording A_522_ in the presence of 2,2′-bipyridyl. Dissolved oxygen of medium and headspace oxygen was replaced by flushing N_2_ gas in the medium for 5 min to create an anoxic condition as described (Stieglmeier et al., 2009). To check whether spermidine acts as a catalyst for Fe^2+^ to Fe^3+^ oxidation, we performed 2,2′-bipyridyl assay probing leftover Fe^2+^ after the reaction. For this assay, 100 µM of spermidine was incubated with increasing concentrations (25–350 µM) of ferrous ammonium sulfate for 10 min at room temperature (RT); 900 µl of the reaction products were mixed with 90 µl 4 M sodium acetate buffer (pH 4.75) and 90 µl bipyridyl (0.5% in 0.1 N HCl). The color formation was recorded at 522 nm (A_522_) using UV-1800 Shimandzu UV-spectrophotometer. In another experiment, the assay was performed in anoxic condition using rubber-capped sealed glass vials containing anoxic reactants and needle-syringe-mediated mixing of the reagents. Here, three different concentrations (100, 200, and 300 µM) of ferrous ammonium sulfate were reacted with 100 µM of spermidine for 10 min followed by spectrophotometry at A_522_. The standard curve for 0–350 µM of Fe^2+^ ion was generated simply by recording A_522_ of the mixture of 900 µl ferrous ammonium sulfate, 90 µl sodium acetate buffer, and 90 µl bipyridyl solutions.

Iron oxidation in the presence of RNA and spermidine was performed as described (Tadolini, 1988b). One µg RNA and increasing concentrations of spermidine (10–200 µM) were used in 5 mM MOPS buffer, pH 7.4. The oxidation was started adding 200 µM FeCl_2_. The reactions were stopped at desired time point by adding a stop solution (1:1 4 M sodium acetate:4 M glacial acetic acid) followed by 2,2’-bipyridyl to detect Fe^2+^ levels.

We used NBT dye to probe whether spermidine-stimulated Fe^2+^ to Fe^3+^ oxidation liberates O_2_^-^ anion in vitro. For this assay, different concentrations of Fe^2+^ were incubated with 100 µM of spermidine for 2 min; 100 µl of NBT (5 mg/ml) was added to the mixture and incubated at RT for another 5 min. The absorbance was recorded at 575 nm using UV-1800 Shimandzu UV-spectrophotometer.

### RT-qPCR

Bacterial mRNAs were isolated by TRIzol reagent and the Qiagen bacterial RNA isolation Kit. DNase I treatment was done to remove residual DNA contaminant, and the integrity of the mRNA was checked on a 1% agarose gel. The RNA concentration was determined by a Nano-drop spectrophotometer (Thermo Scientific) and by a UV-1800 Shimandzu UV-spectrophotometer; 200 ng of RNA samples, primer pairs (Supplementary file 3), and GoTaq 1-Step RT-qPCR System (Promega) were used for RT-qPCR. Reaction mixture without template were included as negative controls. At least three independent experiments were conducted for the determination of cycle threshold (C_T_) values. Fold expression change between spermidine-fed and unfed samples was calculated by the ΔΔC_T_ method. The values were normalized to the level of *betB* mRNA that was expressed constitutively as observed in the microarray.

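On the arrays, *betB* (b0312) had a log2 fold change of 0.18 (standard error 0.03), a 1.13-fold difference. limma called it higher (adjusted p = 4.0e-04). Its size depended on the scaling. It was 0.07, and not called, after cyclic loess normalization, but 0.95 both after scaling to the 75th percentile and with the intensities processed by the scanner software. When the arrays were scaled on the spike-in probes it was 1.86, more than the median gene.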

### Other biochemical assays

The relative levels of cellular NAD^+^/NADH and NADP/NADPH were measured using MAK037 and MAK038 kits (Sigma), respectively. ATP Bioluminescence assay Kit CLS II (Roche) were used to determine cellular ATP levels. The glutathione assay was performed, as described (Rahman et al., 2006). Cells were grown in the presence or absence of 3.2 mM spermidine for 4 hr. The PBS-washed cell pellets were kept on the ice.

For NAD^+^/NADH and NADP/NADPH assays, 30 mg of cell pellets were dissolved in 400 µl of extraction buffer supplemented with 50 µg/ml of lysozyme and sonicated. The supernatants were collected and passed through 10 kDa spin columns; 10 µl of 0.1 N HCl or 0.1 N NaOH were added slowly for NAD^+^ or NADH levels, respectively. On the other hand, 10 µl of 0.1 N NaOH or 0.1 N HCl were added slowly for NADP or NADPH levels, respectively. The samples were incubated at 60°C for 50 min; 50 µl of samples were mixed with the kit-specific 98 µl cycling buffer, and 2 µl cycling enzyme mix, and incubated at RT for 1 hr. Then, 10 µl of NADH or NADPH developer substrates were added in dark. A_450_ were recorded and the colorimetric values were directly used to calculate the relative levels of the individual species.

For ATP estimation, 30 mg cell pellets were resuspended in 100 mM Tris-HCl (pH 7.75), 4 mM EDTA, and then incubated in boiling water for 2 min. The supernatants were collected and kept on ice; 50 µl of the supernatants and 50 µl of luciferase reagent were mixed taken in 96-well, flat-bottom black microwell plate. Luminescence was measured using BIOTEK plate reader and the values were directly used to represent relative ATP levels.

For GS_t_ assay, 20 mg *E. coli* cell pellets were resuspended in 5% sulfosalicylic acid and boiled at 95°C for 5 min; 100 µl supernatant was mixed with 700 µl KPE buffer, 0.6 mM DTNB, and 0.3 units of glutathione reductase; 0.2 mM of β-NADPH was added finally. To estimate oxidized form of glutathione (GSSG) only, the cell extracts were pretreated with 10 mM 2-vinylpyridine for 1 hr so that GSH were cross-linked with it. The excess 2-vinylpyridine was neutralized with tri-ethanolamine. The reactions were carried out for 30 min and A_412_ was recorded and the values were directly used to calculate the relative levels of each species. Aconitase assay was performed as per the protocol described (Gardner and Fridovich, 1992). Metal contents were determined by ICP-MS analyses at Punjab Biotechnology Incubator, Mohali, India. The metal concentration in the cell was determined as parts per billion (mg/kg) of *E. coli* cell pellets.

### Microarray experiments and interpretation

The saturated overnight culture of Δ*speG* strain was inoculated in the fresh LB medium and grown for 1.5 hr. After that 3.8 mM spermidine was added to one of the flasks, and the cultures were grown further for 2.5 hr. The cell pellets were harvested and washed with PBS, and dissolved in RLT buffer. The microarray was done from Genotypic Technology, Bangalore. 

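The scanner files hold 13971 different probes for 4343 genes and 940 intergenic regions. A gene had 3.00 probes on average, and 4333 genes had exactly 3. Among the 4332 tested genes with more than 1 probe, all probes changed in one direction for 3688, or 85.1%. Of the 663 such genes that changed by more than 2-fold, 659 had all probes in one direction and 518 had every probe beyond 2-fold. The array design marks 328 probes, in 116 genes, as able to cross-hybridise.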

The microarray had three probes for each gene on average.

### RNA extraction and RNA quality control for microarray

*E. coli* cell pellet was resuspended in 300 µl of 5 mg/ml lysozyme and incubated at RT for 30 min. Isolation of RNA from *E. coli* was carried out using Qiagen RNeasy mini kit (Cat # 74106) as per manufacturer’s guidelines. A separate DNase treatment of the isolated total RNA was performed. The purity of the RNA was assessed using the Nanodrop Spectrophotometer (Thermo Scientific; ND-1000), and the integrity of the RNA was analyzed on the Bioanalyzer (Agilent 2100). We considered RNA to be of good quality based on the 260/280 values (Nanodrop), rRNA 28S/18S ratios, and RNA integrity number (RIN) (Bioanalyzer).

### Microarray labeling

The sample labeling was performed using Quick-Amp Labeling Kit, One Color (Agilent Technologies, Part Number: 5190-0442); 500 ng of each sample were denatured along with WT primer with a T7 polymerase promoter. The cDNA master mix was added to the denatured RNA sample and incubated at 40°C for 2 hr for double-stranded cDNA synthesis. Synthesized double-stranded cDNA was used as a template for cRNA generation. cRNA was generated by in vitro transcription, and the cyanine-3-CTP (Cy3-CTP) dye incorporated during this step and incubated at 40°C for 2.30 hr. The Cy3-CTP labeled cRNA sample was purified using the Qiagen RNeasy column (Qiagen, Cat # 74106). The concentration of cRNA and dye incorporation was determined using Nanodrop-1000.

### Microarray hybridization and scanning

About 4 µg of labeled Cy-3-CTP cRNA was fragmented at 60°C for 30 min, and the reaction was stopped by adding 2× GE HI-RPM hybridization buffer (Agilent Technologies, In situ Hybridization kit, Part Number: 5190-0404). The hybridization was carried out in Agilent’s Surehyb Chambers at 65°C for 16 hr. The hybridized slides were washed using Gene Expression Wash Buffer 1 (Agilent Technologies, Part Number: 5188-5325) and Gene Expression Wash Buffer 2 (Agilent Technologies, Part Number: 5188-5326) and were scanned using Agilent Scanner (Agilent Technologies, Part Number: G2600D). Data extraction from the images was done using Feature Extraction Software Version 11.5.1.1 of Agilent.

### Microarray data analysis

Microarray data analysis was undertaken by in-house coded R Script (https://cran.r-project.org/). Processing of raw data into expression profiles was achieved by utilizing the packages limma and affy. Probe intensities were converted into expression measures by standard procedures. Briefly, the design-sets depicting the ‘control/test’ arrays were carefully generated by reading the raw data from MA image files. Background correction was done by the method ‘normexp’. This data was quantile normalized (between arrays depending on the design set), and within-array replicates were averaged. Processed data were categorized into major functional categories and tabulated. The detailed microarray array discussed in this manuscript have been deposited in GEO with accession number GSE154618.

## Data Availability

Microarray data is available in the GEO server. GEO accession Number GSE154618 has been provided in the material and method section. Source files for the following Figures were provided as a zip folder: Figure 1A, 1B, 1C, 1F Figure 2 Figure 3A, 3B, 3C, 3D, 3E, 3F, 3G Figure 4B (ii), 4C, 4D, 4E Figure 5A, 5B, 5D Figure 6D, 6E, 6G Figure 1-figure supplement 1C. The following dataset was generated: DuttaD KumarV MishraR AroraA 2021The global transcriptomic profile in the spermidine-stressed *E. coli*NCBI Gene Expression OmnibusGSE154618

# Supplementary material for: Free spermidine evokes superoxide radicals that manifest toxicity
**Source:** eLife. 2022 Apr 13;11:e77704. doi: 10.7554/eLife.77704
**Supplement:** Supplementary file 3.

**Supplementary file 3. Oligonucleotide primers used in this study.**

| **Cloning Primers** | **Nucleotide sequence** | **Description** |
| --- | --- | --- |
| DG12 | GCTACACATATGAGCTATACCCTGCC | Forward primer with NdeI site |
| DG13 | GCACCGAAGCTTATTTTTTCGCCGC | Reverse primer with HindIII site |
| DG14 | CAATCAGCTAGCATGTCATTCGAATTACC | Forward primer with NheI |
| DG16 | CGATCAAGCTTATGCAGCGAGATTTTTC | Reverse primer with HindIII |
| RM7 | GCAGTACATATGAGCACGTCAGACG | Forward primer with NdeI |
| RM8 | GCTTACAAGCTTTTACAGCAGGTCGAAACG | Reverse primer with HindIII |
| DG9 | GTCACGATCATATGTCCTTGATTAACACC | Forward primer with NdeI |
| DG10 | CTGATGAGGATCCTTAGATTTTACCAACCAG | Reverse primer with BamHI |
| RK3 | CGAGTGCCATATGCCAAGCGCCCACAGTGT | Forward primer with NdeI |
| RK4 | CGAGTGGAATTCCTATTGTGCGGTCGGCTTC | Reverse primer with EcoRI |
| RK55 | GAGTGCCATATGGCGGTAACGCAAACAGCC | Forward primer with NdeI site |
| RK56 | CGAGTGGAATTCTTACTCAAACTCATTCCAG | Reverse primer with EcoRI site |
| **RT Primers** | **Nucleotide sequence** | **Description** |
| sodAF | GCTAACCACAGCCTGTTCTG | Forward and reverse primer pairs for *sodA* gene |
| sodAR | CGCCAGTTTATCGCCTTTCA |  |
| *soxS*F | CGATTACATTCGCCAACGC | Forward and reverse primer pairs for *soxS* gene |
| soxSR | GATCAAACTGCCGACGGAAA |  |
| zwfF | TGTGCCATTCTACCTGCGTA | Forward and reverse primer pairs for *zwf* gene |
| zwfR | CCTTCATCAGGTTGCAGACG |  |
| furF | GGTATCGTCACCCGCCACAA | Forward and reverse primer pairs for *fur* gene |
| furR | TGCGGCAATTTCACGCTGAC |  |
| tigF | TTCGGCGTTGAAGATGGTTC | Forward and reverse primer pairs for *tig* gene |
| tigR | GATCGCCTGAGACTTAACGC |  |
| hscAF | GCTGCCATCTGTTGTTCACT | Forward and reverse primer pairs for *hscA* gene |
| hscAR | TGATAAGGCAGATGCGGATA |  |
| cspFF | AAAGCGGCAAGGGTCTTAT | Forward and reverse primer pairs for *cspA* gene |
| cspFR | TAAACATTGGCAGCTGAAGG |  |
| nsrRF | GGCGGATGACCAGTATTTCT | Forward and reverse primer pairs for *nsrR* gene |
| nsrRR | ACCAATACGTATCGCACTCG |  |
| recAF | GGGCCAGATTGAGAAACAAT | Forward and reverse primer pairs for *recA* gene |
| recAR | GGTCCGTAGATTTCGACGAT |  |
| rplWF | TGAAGAACGTCTGCTGAAGG | Forward and reverse primer pairs for *rplW* gene |
| rplWR | CAGGGTGTTAACGACTTCGAC |  |
| rpsAF | GAAGTTGACGTTGCTCTGGA | Forward and reverse primer pairs for *rpsA* gene |
| rpsAR | CCCTTAACTTTGCCGTTGAT |  |
| iscRF | GCTGATATTTCCGAACGTCA | Forward and reverse primer pairs for *iscR* gene |
| iscRR | GCTAATTACTTCGCCAACGG |  |
| nhaAF | GGGTTGGTTCACTCGAAATC | Forward and reverse primer pairs for *nhaA* gene |
| nhaAR | GCACAATCATCCCACCAATA |  |
| cmrF | CTGAAAGAACTCGGTCGTGA | Forward and reverse primer pairs for *cmr* gene |
| cmrR | TTGCAGCAAGCCATATTCAT |  |
| hdeAF | CCTGTGAAGATTTCCTGGCT | Forward and reverse primer pairs for *hdeA* gene |
| hdeAR | TCCCATTCGCCTTTAACTTT |  |
| dnaKF | ACTCGTATGCCAATGGTTCA | Forward and reverse primer pairs for *dnaK* gene |
| dnaKR | GGTAACGTCCAGCAGCAGTA |  |
| betBF | AACTTCTTCAGCTCCGGTCA | Forward and reverse primer pairs for *betB* gene |
| betBR | GCCGAAGTTAGTTTGCGGAT |  |

How the deposited data were processed for this re-analysis (not part of the article)

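The data are 4 one-colour Agilent expression arrays of the *E. coli* ΔspeG strain, 2 unfed and 2 spermidine-fed, which the sample labels number as replicates 1 and 2 of each condition. The authors extracted intensities from the scanned images with Agilent's Feature Extraction software and deposited, for each spot, the mean and median intensity, the background, a processed intensity and quality calls. They also deposited a matrix with 1 value per gene or intergenic region and array, and do not state its scale or how it was made. The matrix the authors deposited was taken to hold log2 values, because its highest values were 15.3 to 15.4 and the order of the genes was nearly that of the scanner values (Spearman's rho 0.997 to 0.998 across genes, which are not independent replicates). Its log2 fold changes had a slope of 1.33 on those computed from the scanner intensities, and none of the settings tried gave its values. It was used only as an alternative.

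The values at the claims start from the mean spot intensity and the median background. The background was corrected by normexp (offset 0, since the methods name none) and the log2 values were quantile normalized between the 4 arrays, with R 4.3.3 and limma 3.58.1. Control spots and outlier spots were then left out, the spots of a probe were averaged, and the log2 values of all probes of a gene were averaged. A gene was tested where at least 1 of its probes was well above background on both arrays of at least 1 condition, which held for 4338 of 4343 genes. Genes are the entries of the array design with a locus tag. Of 4347 locus tags, 4340 matched the gene table of the assembly ASM584v2, and the names are those of the array. The 924 intergenic regions that passed the same filter were tested separately.

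Spermidine-fed and unfed arrays were compared with lmFit and eBayes with an intensity trend and Benjamini-Hochberg adjustment, at a threshold of 0.05. A change of more than 2-fold was counted whatever its p, since the paper selects genes by size and its text names no p for the arrays. The 17 gene families were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it, and their medians were set against 10000 random lists matched on mean expression. In each family, the number of genes called when adjusted over the list alone equalled that over all genes tested. Apart from those said to have been picked out after their values were seen, and those of Supplementary file 1 whose value differed from the paper's, the genes named were fixed before the data were examined: every gene the results text names for the microarray, *rsxC* and *marR*, which the paper's text does not name, the genes with RT-qPCR primers in Supplementary file 3 except *recA*, *nhaA* and *cmr*, *betB* among them, *speG*, the manganese genes *mntH*, *mntP*, *mntS* and *mntR*, and the 5 largest rises and 5 largest falls. Besides the main processing, 20 alternatives and 3 for the families alone were set before the data were examined, and 6 were added afterwards.

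The steps were tested on simulated data. With 200 of 4338 genes changed by known amounts and no normalization between arrays, all 200 were called in the right direction and 9.50% of the calls were unchanged genes. The same simulation with quantile normalization also gave all 200, but 56.7% of the calls were unchanged genes, which had moved by a median of 0.09 on the log2 scale. With no gene changed, 6 were called. A limit of 15% for such calls, set when the simulation was written, was thus missed under quantile normalization, and the normalization was kept because the study's methods name it. A second simulation gave the 664 genes beyond 2-fold their measured changes and left the rest unchanged. Quantile normalization then led to calls on 74.7% of the unchanged genes, scaling to the 75th percentile on 82.9%, and cyclic loess on 0.817%. None of these settings moved an unchanged gene beyond 2-fold. In the simulation with 200 changed genes, a family of 20 genes shifted by 0.5 was found by camera, and 0 of 100 unchanged families passed the threshold. The simulated genes varied independently and most did not change. This checks the code but does not give the power or error rate of camera on these arrays.

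The signal was 7.10 to 9.90 times the background at the median spot. The number of arrays limits the precision. The spread of duplicate spots within an array was 0.10 to 0.17 on the log2 scale over 1237 probes, and that between the arrays of a condition 0.05 and 0.08. No enrichment test of the Fis regulon was made, because the full list of its operons was not analysed here.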

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

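The tests of cross-hybridising probes and of scaling were chosen after the results they bear on were seen; the tests of growth phase and of neighbouring genes were set before.

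A total of 494 genes changed by more than 2-fold without being listed in Supplementary files 1 or 2, 363 of them higher and 131 lower in the spermidine-fed cells. They were singled out because they lie outside the genes the paper discusses. The largest were *maa* (log2 fold change 4.16), *ydgK* (4.14) and *purR* (3.73), which ranked directly after *marB* and *marA*, and *ynfE* (-3.77), the fifth largest fall. The standard error of each was 0.03. *ydgK* (b1626) lies beside *rsxA* (b1627) by its locus tag. The number depends on the processing: 237 of the 494 were also beyond 2-fold with a normexp offset of 50, and 200 under every alternative set before the data were examined. Signal shared between similar sequences would put cross-hybridising probes among these genes more often than elsewhere. Such probes were found in 2.23% of them and in 2.73% of the other tested genes (Fisher's exact test, p = 0.66), and 486 genes remained beyond 2-fold without those probes, which argues against shared signal for most of them. If the scaling of the arrays were the cause, most of these changes would fall below 2-fold under another scaling. Of the 363 rises, 98.1% stayed beyond 2-fold after scaling to the 75th percentile and 95.9% after cyclic loess, which argues against scaling as the cause of the rises. Of the 131 falls, 51.1% and 67.9% did, but 8.40% when the arrays were scaled on the spike-in probes. Scaling thus stays open for the falls, since which of these scalings is right is not known. Position on the slide cannot be told apart from the condition.

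A difference in growth phase at harvest is a candidate explanation for part of this pattern. If the unfed cells were nearer stationary phase, genes that depend on RpoS, the stationary phase sigma factor, and genes activated by FNR, the regulator of anaerobic growth, would be lower in the spermidine-fed cells even where the paper does not list them. The 27 unlisted RpoS-dependent genes had a median log2 fold change of -0.86 (camera, adjusted p = 5.3e-05, 26 called lower), and the 37 unlisted FNR-activated genes one of -0.53 (adjusted p = 1.9e-04, 32 called lower), while ribosomal protein genes were higher. These values are what a difference in growth phase needs. They do not separate a culture that was merely less dense from an effect of spermidine on growth, which the arrays do not test. The paper does report such an effect: the ΔspeG strain grew markedly less once spermidine exceeded a concentration below that used for the arrays. Growth inhibition by spermidine is thus a known candidate for a difference in growth phase. The paper gives no density of the array cultures at harvest, so its share in these values stays open. Scaled on the spike-in probes, the median of the full RpoS-dependent family was -0.0026 and that of the FNR-activated family 0.20, both below the median gene (0.80). With a correlation estimated from the arrays, neither family passed the threshold.

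Among 924 intergenic regions tested, 98 changed by more than 2-fold, 66 higher and 32 lower, and limma called 826. They were singled out because the paper reports no intergenic region. Transcripts that run on from a neighbouring gene would give a region the direction of that gene. Of the 95 regions beyond 2-fold with both neighbours tested, 54.7% had a neighbour beyond 2-fold in the same direction, against 16.1% when the changes were reassigned among the regions at random (permutation test, p = 0.0001, the smallest that 10000 reassignments can give). That is 52 regions, against 15.3 after reassignment, so reading from a neighbour may account for only part of the 52. The regions without such a neighbour remain open as well. Among them, chosen after their values were seen, the region between *ybgF* and *nadA* rose by 3.05 while these genes changed by 0.73 and 0.04. Only the genes that name a region were counted as its neighbours. A tRNA or rRNA gene lying between them was not considered, so such a region need not lack a transcribed gene. No biological explanation was tested for these regions.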

How the results depend on the processing

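The alternatives chosen after seeing the data are the spike-in scaling, the median spot signal with offset 16, the same with quantile normalization before log2 and all spots of a gene averaged, quantile normalization before log2 alone, leaving out cross-hybridising probes and testing intergenic regions along with genes; the others were set before. The cause of each change below was not tested unless it is named.

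The number of genes called moved little under the alternatives set before the data were examined, from 1679 to 1909 higher and from 2028 to 2278 lower. Of the 4010 calls, 444 were on changes of at most 0.16 on the log2 scale. The numbers of genes beyond 2-fold moved more. A normexp offset of 50 gave 257 higher and 119 lower, because an offset draws the ratios of dim genes toward 1. The intensities processed by the scanner software gave 126 lower, the 75th percentile scaling 123 and the deposited matrix 505. Without each array in turn, 1695 to 1759 genes were called higher and 2174 to 2271 lower, and 470 to 476 were beyond 2-fold higher and 195 to 198 lower. Each such fit leaves a lone array that is assumed to vary like the others. The filters on dim probes, the outlier spots and the variance models changed no count beyond 2-fold by more than 2 genes.

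Scaling on the spike-in probes had the largest effect on the counts of calls. It gave 4106 genes called higher and 126 lower, with 1712 and 28 beyond 2-fold. The medians of the flagellar genes (0.28), hydrogenase genes (0.23), nitrate and nitrite reductase genes (0.48), chaperone and heat shock genes (0.47), FNR-activated genes (0.20) and Fur-repressed iron uptake genes (0.58) reversed. The RNA polymerase core genes (median 2.44) and the nitrate and nitrite reductase genes passed the threshold (camera, adjusted p = 0.0031 and 0.0040). The Fur-repressed iron uptake genes no longer did (0.099). Single genes that reversed were *sodA* (0.27), *ahpC* (1.46), *sufB* (0.38), *sufC* (0.52), *sufD* (0.52), *sufE* (0.90) and *mntS* (0.51). All of these except *ahpC*, *sufE* and the RNA polymerase core genes lay below the median gene, which was at 0.80 under that scaling.

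Among the alternatives set beforehand, *ahpC* reversed with the scanner-processed signal (0.53) and with the 75th percentile scaling (0.54), and *sufS*, which was not called at first, was lower with the scanner-processed signal (-0.072). The RNA polymerase core genes passed the threshold with the scanner-processed signal (1.53), the 75th percentile scaling (1.52) and fry (0.81). The nitrate and nitrite reductase genes, just short of the threshold, passed it without background correction (-0.37), with the scanner-processed signal (-0.46), the 75th percentile scaling (-0.44), the median over probes (-0.40) and fry (-0.41), with the median spot signal at offset 16 (-0.35, and -0.35 again with quantile normalization before log2), and without any one array (-0.45 to -0.38). The Fur-repressed iron uptake genes, just past it, lost the call with cyclic loess (-0.21), the median over probes (-0.31), without either unfed array (-0.31 to -0.30 over the arrays left out), and at an unchanged median of -0.30 with intergenic regions included, without cross-hybridising probes, without the listed genes and with an estimated correlation.

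With a correlation estimated from the arrays no family passed the threshold. The medians, which this test does not change, were 2.44 for ribosomal proteins, -0.56 for flagellar genes, -2.85 for acid resistance genes, -0.64 for hydrogenase genes, 1.22 for fatty acid biosynthesis genes, 0.91 for DNA polymerase III genes, -0.65 for chaperone and heat shock genes, 2.10 for the *isc* operon, -0.89 for RpoS-dependent genes and -0.75 for FNR-activated genes. With fry the *suf* operon (-0.36), SoxS and MarA targets (0.0114), OxyR targets (-0.0095) and polyamine synthesis and transport genes (-0.022) passed it as well. Leaving out the genes listed in the Supplementary files took the call from the ribosomal proteins (0.88), acid resistance genes (-0.43), fatty acid biosynthesis genes (0.33), DNA polymerase III genes (0.87) and chaperone and heat shock genes (-0.14), which then held 3 to 10 genes. The listed genes were chosen for the size of their change on these arrays, so this choice itself draws the medians toward 0, and the lost calls say nothing about the families.

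The replicate numbers do not pair the arrays: same-numbered arrays deviated from their group means with a correlation of 0.16 across genes, over only 2 pairs. With the number as a replicate block, 1767 genes were called higher and 2271 lower, and *sufS* at 0.07 was called. A block for the slide was not run, since all arrays lay on 1 slide. The median spot was 7.10 to 9.90 times the background, and for 1 gene, *yobI*, which was picked out after its values were seen, a level was above background in one condition alone.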

Differences from the paper's values

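Values were taken to differ when one was more than 1.5 times the other and the gap exceeded the spread between arrays. By this measure 2 of the paper's values differed from those computed here and 196 did not. The number that differed was 0 with the normexp offset of 16 and without background correction, 3 without unfed replicate 1, 4 with the offset of 50 and with the median over probes, 16 with cyclic loess and with the brightest probe, 67 with the 75th percentile scaling and with the scanner-processed signal, and 144 with the deposited matrix. The others set before the data were examined gave 2.

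For *gadA*, the paper's fold change in Supplementary file 1 is 0.131, and the value from the intensities was 0.0762. Of the alternatives set before the data were examined, the normexp offset of 16 (0.133), no background correction (0.114), the scanner-processed signal (0.0873), the 75th percentile scaling (0.0946) and cyclic loess (0.105) did not differ from the paper's value by this measure, and the offset of 50 (0.231), the deposited matrix (0.0586), the brightest probe (0.0608) and all the remaining ones did. For *gadE*, the paper's fold change is 0.190 and the value from the intensities was 0.0957. The offset of 16 (0.185), no background correction (0.155) and the deposited matrix (0.135) did not differ, and the offset of 50 (0.325), the scanner-processed signal (0.0877) and all the remaining ones set before the data were examined did. The median spot signal with offset 16, which was chosen after seeing the values, did not differ for either gene. With that signal and offset, quantile normalization before log2 and all spots of a gene averaged, a setting also chosen after seeing the values, 155 of the 155 fold changes of Supplementary file 1 and 60 of the 62 of Supplementary file 2 were matched within 0.001 on the log2 scale.

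The contrasts below rest on limma calls. limma called 92.4% of the tested genes, so a call alone is weak evidence against the paper. For downregulated genes the paper's text names a change of more than 2-fold. Of the genes below, only *soxS* changed by that much after quantile normalization. The paper states that *ahpCF* did not change, whereas *ahpC* had a log2 fold change of -0.43 and *ahpF* one of 0.63, both called by limma. From RT-qPCR it describes *soxS* and *sodA* as unaltered, whereas on the arrays limma called them lower, at -1.11 and -0.72. The RT-qPCR values were relative to *betB*, and the paper's reporter assays also showed no activation of either promoter. The direction of *sodA* depended on the scaling. The paper states that *zwf* was not activated. *zwf* was called higher at 0.18, and at 1.02 with the spike-in scaling chosen after seeing the data. It describes *betB* as constitutive, and *betB* was called higher at 0.18, and at 0.95 with the 75th percentile scaling, though not with cyclic loess (0.07). It reports no upregulated gene of the *suf* operon; *sufS* was called higher at 0.19 after cyclic loess, at 0.07 with the replicate block and at 0.13 without spermidine-fed replicate 1, but not in the main processing.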

Other observations

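The tests of the spike-in probes and of cyclic loess normalization were chosen after the results they bear on were seen; the other tests were set before.

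Spermidine-fed replicate 2 carries labels that name 1 mM manganese. If that array had been grown with manganese in place of spermidine, it would lie nearer the unfed arrays. Its root mean square log2 difference from spermidine-fed replicate 1 was 0.0557, against 0.833 from the nearer unfed array, which argues against a wrong treatment of that array alone. Between the spermidine-fed arrays, *mntP* differed by 0.12, *mntH* by -0.08 and *mntS* by -0.01. The manganese genes *mntH* (0.55), *mntP* (0.44) and *mntR* (0.62) were higher and *mntS* (-0.43) lower over the spermidine-fed arrays; with the spike-in scaling *mntS* was higher, at 0.51.

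Nearly all genes were called. The largest spread between the arrays of a condition, 0.08 on the log2 scale, was 0.462 times the largest spread of duplicate spots within an array and also lay below the smallest such spread, 0.10. This is consistent with a test that leaves out variation between cultures. Another candidate explanation is that quantile normalization moved unchanged genes, which were then called. Cyclic loess normalization in its place, which called 0.817% of simulated unchanged genes, still called 90.8% of the tested genes, against 92.4% after quantile normalization. This argues against quantile normalization as the whole cause of the large number of calls. Of the called genes, 11.1% changed by no more than the 95th percentile of simulated unchanged genes, and how many of these smaller calls come from the normalization stays open.

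Relative to the spike-in probes, the median gene was 0.78 higher on the log2 scale in the spermidine-fed arrays. Uneven amounts of spike-in RNA might give such a shift. The spermidine-fed arrays differed from each other by 0.0106 in this level and the unfed arrays by 0.0447, far less than the conditions did. Whether the arrays of a condition had separate labelling reactions is not stated, so an uneven amount in a shared reaction cannot be told apart from a true rise in messenger RNA per total RNA.

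Iron scarcity, which the paper measured and sees reflected also in the IscR regulon, would derepress the iron uptake genes held down by Fur. As a hypothesis, this was tested on 43 such genes. Their median log2 fold change was -0.301 (camera, adjusted p = 0.048), with 32 called lower and 10 higher, and 0 beyond 2-fold. The call was narrow. It was lost after cyclic loess (adjusted p = 0.059), with the median over probes (0.059) and with an estimated correlation (0.21). The median lay between -0.35 and -0.17 under the alternatives set before the data were examined. The scaling on spike-in probes raised the median to 0.58, below the median gene (0.80). These values argue against a general derepression by apo-Fur on these arrays, relative to the typical gene; *fur* itself was higher.

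The rise of *marA* could raise the targets of MarA, many of which SoxS shares. The 23 targets had a median of 0.0114 (camera, adjusted p = 0.60), with 11 called higher and 10 lower. Members that go both ways leave it undecided whether MarA acted on them. The 18 OxyR targets had a median of -0.01 (adjusted p = 0.68), and the 26 genes of polyamine synthesis and transport one of -0.02 (adjusted p = 0.45), with 12 called higher and 11 lower.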
